# miRCat2: accurate prediction of plant and animal microRNAs from next-generation sequencing datasets

**DOI:** 10.1093/bioinformatics/btx210

**Published:** 2017-04-12

**Authors:** Claudia Paicu, Irina Mohorianu, Matthew Stocks, Ping Xu, Aurore Coince, Martina Billmeier, Tamas Dalmay, Vincent Moulton, Simon Moxon

## Abstract

**Motivation:**

MicroRNAs are a class of ∼21–22 nt small RNAs which are excised from a stable hairpin-like secondary structure. They have important gene regulatory functions and are involved in many pathways including developmental timing, organogenesis and development in eukaryotes. There are several computational tools for miRNA detection from next-generation sequencing datasets. However, many of these tools suffer from high false positive and false negative rates. Here we present a novel miRNA prediction algorithm, miRCat2. miRCat2 incorporates a new entropy-based approach to detect miRNA loci, which is designed to cope with the high sequencing depth of current next-generation sequencing datasets. It has a user-friendly interface and produces graphical representations of the hairpin structure and plots depicting the alignment of sequences on the secondary structure.

**Results:**

We test miRCat2 on a number of animal and plant datasets and present a comparative analysis with miRCat, miRDeep2, miRPlant and miReap. We also use mutants in the miRNA biogenesis pathway to evaluate the predictions of these tools. Results indicate that miRCat2 has an improved accuracy compared with other methods tested. Moreover, miRCat2 predicts several new miRNAs that are differentially expressed in wild-type versus mutants in the miRNA biogenesis pathway.

**Availability and Implementation:**

miRCat2 is part of the UEA small RNA Workbench and is freely available from http://srna-workbench.cmp.uea.ac.uk/.

**Supplementary information:**

Supplementary data are available at *Bioinformatics* online.

## 1 Introduction

MicroRNAs (miRNAs) are a class of small non-coding RNAs (sRNAs) that are excised from a hairpin-like secondary structure of a primary transcript (Bartel, 2004; Kim, 2005). They are present and functional in metazoa and in some viruses; their mode of action consists of the downregulation of the target gene(s) through post-transcriptional silencing (Bartel, 2004; Chen, 2005; Kim, 2005). The identification and characterization of miRNAs, which are ∼21–22 nt in length, has developed as a major research topic due to their important role in gene regulation and influence on pathways such as hematopoiesis, apoptosis, cell proliferation and tumorgenesis (Cheng *et al.*, 2005; Iorio *et al.*, 2005; Esquela-Kerscher and Slack, 2006; Jones-Rhoades *et al.*, 2006; Lu *et al.*, 2008; Pérez-Quintero *et al.*, 2010).

### 1.1 miRNA biogenesis and function

In animals, miRNA genes are transcribed by RNA polymerase II to generate long capped and polyadenylated transcripts (termed pri-miRNAs) (Cai *et al.*, 2004; Lee *et al.*, 2004; Kim, 2005; Xie *et al.*, 2015). The Drosha protein recognizes the hairpin structure of the pri-miRNA and initiates the first processing step (cropping) (Lee *et al.*, 2003; Denli *et al.*, 2004; Gregory *et al.*, 2004; Han *et al.*, 2004; Kim, 2005; Zeng *et al.*, 2005). The product of this nuclear processing step is a ∼70 nt precursor (pre-miRNA), which folds into a short stem-loop structure with a ∼2 nt 3′ overhang (Kim, 2005). A nuclear export factor (Exportin-5) recognizes this structure as a signature motif and exports it from the nucleus to the cytoplasm (Yi *et al.*, 2003; Bohnsack *et al.*, 2004; Bartel, 2004; Lund *et al.*, 2004; Kim, 2005). Here, a Dicer protein removes the loop-region and gives rise to the miRNA duplex (process known as ‘dicing’) (Bernstein *et al.*, 2001; Grishok *et al.*, 2001; Hutvágner *et al.*, 2001; Ketting *et al.*, 2001; Bartel, 2004; Kim, 2005; Ha and Kim, 2014). The duplex is then separated and usually one strand is selected as the mature miRNA, whereas the other strand may be degraded; in some cases both 3′ and 5′ miRNAs are stable and functional (Khvorova *et al.*, 2003; Ha and Kim, 2014).

The biogenesis of miRNAs in plants is similar to that of animals, with some differences. Although in animals the length and structure of the pre-miRNA hairpin is fairly consistent, in plants it is longer and much more variable (100–300 nt) (Cuperus *et al.*, 2011). A DICER-LIKE1 (DCL1) enzyme excises the miRNA duplex from the pri-miRNA, in the nucleus (Park *et al.*, 2002; Reinhart *et al.*, 2002; Papp *et al.*, 2003; Kurihara and Watanabe, 2004; Xie *et al.*, 2004), then the small RNA methyltransferase hua enhancer1 (HEN1) adds a methyl group to the 3′ end to stabilize it (Yu *et al.*, 2005; Xie *et al.*, 2015). The duplex is then transported from the nucleus to the cytoplasm by hasty (HST), a homolog of exportin 5 (Chen, 2005; Xie *et al.*, 2015). The duplex is then separated in the cytoplasm, giving rise to the mature miRNAs (Chen, 2005; Xie *et al.*, 2015).

The mature miRNA is incorporated into the RNA-induced silencing complex (Bartel, 2004; Eamens *et al.*, 2009; Wu *et al.*, 2009; Fabian and Sonenberg, 2012), where it is bound by AGO proteins and guides the complex to complementary messenger RNA sequences (usually within the 3′ UTR, in animals, and within the coding region, in plants) (Bartel, 2009; Bazzini *et al.*, 2012; Djuranovic *et al.*, 2012; Ameres and Zamore, 2013). miRNAs can regulate critical cellular and developmental processes (Cheng *et al.*, 2005; Iorio *et al.*, 2005; Esquela-Kerscher and Slack, 2006; Lu *et al.*, 2008; Ameres and Zamore, 2013). In plants, miRNAs are also involved in diverse responses to stresses such as drought, salt, cold, oxidative, nutrient deficiency as well as biotic stresses (Jones-Rhoades *et al.*, 2006; Pérez-Quintero *et al.*, 2010; Xie *et al.*, 2015).

### 1.2 Computational detection of miRNAs

Over the last decade, various computational tools have been developed for identifying miRNAs from next-generation sequencing (NGS) datasets, using features of the miRNA biogenesis. Some of the more commonly used tools, in temporal order of appearance, are: miRDeep (Friedländer *et al.*, 2008), miRCat (Moxon *et al.*, 2008), miReap (http://mireap.sourceforge.net/), MIReNA (Mathelier and Carbone, 2010), miRAnalyzer (Hackenberg *et al.*, 2009), miRDeep-P (Yang and Li, 2011), miRDeep2 (Friedländer *et al.*, 2012), MaturePred (Xuan *et al.*, 2011), miRDeep* (An *et al.*, 2013), miRAuto (Lee *et al.*, 2013), miRPlant (An *et al.*, 2014), miR-PREFeR (Lei and Sun, 2014), Mirinho (Higashi *et al.*, 2015) and miRA (Evers *et al.*, 2015). Many of these approaches, including the miRCat tool, suffer from high false positive and false negative rates and also lack of consistency across species (Li *et al.*, 2012; Williamson *et al.*, 2012; Kang and Friedländer, 2015).

The miRCat algorithm groups reads on proximity on the reference genome. It then selects one candidate from each locus and computes discriminative features on their secondary structure, to classify them as miRNAs. miRCat was introduced when NGS sequencing depth was typically orders of magnitude smaller compared to current NGS datasets. The higher sequencing depth strongly influences the grouping approach which can result in high false positive and high negative rates (Mohorianu *et al.*, 2013). Sequencing depth is also problematic for many of the tools mentioned above, for similar reasons (Tucker *et al.*, 2009; Baker, 2010).

To overcome this, we have developed miRCat2, a new miRNA prediction tool, applicable on both animal and plant datasets, which incorporates elements of its predecessor miRCat (Moxon *et al.*, 2008), and discriminative features from miRDeep2 (Friedländer *et al.*, 2012). miRCat2 implements a new approach to differentiate miRNA candidates from background sequences, then applies novel filters on the candidate sequence alignments and secondary structure. miRCat2 is part of the UEA small RNA Workbench (Stocks *et al.*, 2012) and it has a user-friendly interface, as well as a command-line option, which allows the integration into bioinformatics workflows. The algorithm is performing well on animal datasets; it also allows the detection of complex structures and even multiple miRNA loci within a single precursor in plants.

To assess the performance of miRCat2, we have compared it to miRCat (Moxon *et al.*, 2008), miRDeep2 (animal data) (Friedländer *et al.*, 2008), miRPlant (plant data) (An *et al.*, 2014) and miReap (http://mireap.sourceforge.net/). We have chosen these tools based on their popularity and on benchmarking results (Li *et al.*, 2012; Williamson *et al.*, 2012; Kang and Friedländer, 2015), which, to our best knowledge, classify them as generally the most advantageous methods. The comparison is performed on a number of animal and plant datasets; we also used mutants which affect the miRNA biogenesis pathway to validate the predictions.

## 2 Methods

### 2.1 Overview

In the Supplementary File S1, Figure S1.1, we present an overview of the workflow for the miRCat2 algorithm. After mapping the reads to the reference genome [using PatMaN (Prüfer *et al.*, 2008), full length, with 0 gaps and 0 mismatches], the algorithm selects reads based on abundance, then filters on read alignment patterns and secondary structure of the putative pre-miRNA hairpin. We now present a detailed description of the algorithm.

#### 2.1.1 Selecting candidates

miRCat2 implements a method of candidate selection designed to deal with high depth datasets. As sequencing depth increases, degradation products may obscure miRNA peaks (see Supplementary File S1, Fig. S1.2). To cope with this, we focus on selecting all the peaks at any given genomic location, while discounting sequences with abundances at or below a background level that we compute from the data. It is known that mature miRNAs and their complementary miRNA* sequence generally have higher abundances than non-miRNAs (Lau *et al.*, 2001). When aligning miRNA reads back to the pre-miRNA locus we see characteristic peaks forming, corresponding to the 5′ and 3′ miRNA sequences (Supplementary File S1, Fig. S1.2A). We can use this information to select a restricted group of sequences as candidates, on which further analysis is performed.

To identify putative miRNA loci based on ‘peaks’ of abundance, we use the following procedure:

- The genome is split into consecutive windows of size *l*_w_ nt, with an overlap of *l*_o_ nt (Mohorianu *et al.*, 2013).
- Each window is split into subwindows of size *l*_sw_ and the mapped reads are assigned to subwindows based on location.
- Each window is compared with a random uniform distribution (RUD) on subwindow abundances, using the entropy-based Kullback–Leibler divergence (KLD) (Kullback and Leibler, 1951; Mohorianu *et al.*, 2011), using: $D_{\text{KL}}(P\|Q)=\sum_{i}\left|\ln\left(\frac{P(i)}{Q(i)}\right)\right|P(i)$, where *i* is the index of the subwindow, *Q* is the RUD and *P* is the abundance distribution on the current window. The probabilities for each subwindow are calculated from the read abundances: $P_{\left(i\right)}=\frac{\sum r_{\text{sw}}}{\sum r_{w}}$, where *r*_sw_ represents the abundance of the reads mapping to the subwindow and *r*_w_ represents the abundance of the reads mapping to the window, after a default offset of 1 has been added to each subwindow, to avoid reads with low expression to be classified as peaks. The probability for the RUD is calculated using the following equation: $Q_{\left(i\right)}=\frac{1}{{\#}_{\text{sw}}}$, where ${\#}_{\text{sw}}$ represents the total number of subwindows contained in a window.
- A KLD score close to 0 indicates a uniform distribution, i.e. no peak is present. If the distribution is an RUD, then it is unlikely that an miRNA is present at the given location and the window is discarded. If the KLD is greater than a threshold (rud_val, empirically determined), then the current window contains at least one peak (the method can also detect multiple peaks). In this case, the subwindow with the highest peak is identified and the most abundant sRNA is selected. The KLD is applied again on a restricted area around this sRNA (plateau_range) to avoid detecting a peak that is actually a plateau (multiple neighboring subwindows that are all highly expressed). If this filter is passed, the sRNA is removed from the distribution and saved as an miRNA candidate for further investigation.
- The KLD is recalculated with the new distribution. If the new KLD is still greater than the threshold, steps (c) to (e) are repeated until we reach an RUD (no more peaks). All removed sRNAs are miRNA candidates and are analyzed using the following steps.

#### 2.1.2 Filtering the sequences

After miRNA candidates are selected, potential false positive predictions are excluded from down-stream analysis using a rule-based approach. First, we discard the sequences that map to the genome more than *repeats* times as high-confidence miRNAs are unlikely to be derived from repetitive regions of the genome (Meyers *et al.*, 2008; Kozomara and Griffiths-Jones, 2014) (user-configurable parameter).

Second, a size class distribution filter is applied, allowing us to focus on reads between 21 and 23 nt, which is the expected miRNA range. To check whether the miRNA candidates are within the range, we compute the KLD on size classes, comparing the sRNA size class distribution (*P*) to an RUD on all size classes (*Q*) (Mohorianu *et al.*, 2013). The sequences contributing to the sRNA size class distribution are all the reads incident to the putative miRNA precursor. If the KLD result is >rud_val, then the size class distribution is different from random. We investigate whether the most abundant size class falls between 21 and 23 nt, otherwise the sRNA locus is discarded. As a small set of annotated miRNAs in miRBase fall outside of this size range, these values are configurable (min_len, max_len).

Third, to check whether the candidates have an miRNA-like alignment of incident reads, we also apply a filter that selects sequences with evidence of precise processing of the pre-miRNA by Drosha (animals) and Dicer (plants and animals) (Bartel, 2004; Chen, 2005; Kim, 2005), i.e. the presence of one or two peaks corresponding to the miRNA/miRNA*. This filtering step ensures that the majority of reads aligned to the miRNA/miRNA* location have a high overlap (are variants of each other), and have the same genomic orientation. The distribution of reads of a genuine miRNA should have a similar shape to that shown in the Supplementary File S1, Figure S1.2A compared to a locus generated from random RNA degradation, Figure S1.2B.

We define a cluster as all sequences that map to the same genomic location, having the start and the end of the mapping position within clear_cut nt of each other. The algorithm for the classification of clusters is presented in the Supplementary File S2. We identify all clusters on the window corresponding to each selected miRNA candidate, *s*; next, to evaluate the existence of a precise excision (e.g. resulting from Drosha and/or Dicer cleavage), we use the following criteria: (i) if the sum of the abundances of all sequences with same start and end positions (±clear_cut nt) as *s* represent clear_cut_percent% of the total abundance of the cluster, then *s* is kept for subsequent analysis; otherwise, it is discarded; (ii) if the sum of the abundances of all sRNAs from adjacent clusters that overlap with *s* with more than clear_cut nt represents less than overlap_percent% of the total abundance of the *s* cluster, then *s* is kept for further analysis; otherwise, it is discarded. 

#### 2.1.3 Using the secondary structure to determine the candidate pre-miRNA

Most methods for miRNA prediction extract a fixed, arbitrary flanking region containing the miRNA candidate and fold it using RNA secondary structure prediction tools (Lorenz *et al.*, 2011) to identify a suitable hairpin-like precursor (Moxon *et al.*, 2008; Friedländer *et al.*, 2012; An *et al.*, 2014). However, this approach is highly dependent on the length of the flanking region; therefore choosing an optimal length is a critical step. To address this, we employ RNALfold (Lorenz *et al.*, 2011), previously used by miR-PREFeR (Lei and Sun, 2014) and miRA (Evers *et al.*, 2015), which folds a large window giving all possible structures contained within that region. To detect the most appropriate secondary structure, we consider a window of max_fold_len nt on each side of the miRNA candidate, ensuring that it is wide enough to capture the pre-miRNA structure.

RNALfold outputs a list containing all possible secondary structures for the selected region, in dot-bracket notation, and their corresponding minimum free energies (MFE). To compare the stability of two subwindows of differing lengths, we calculate the adjusted minimum free energy (aMFE), per 100 nt, for each secondary structure, as follows: $\text{aMFE}=\frac{\text{MFE}}{\text{fold}\_\text{length}}*100$. The secondary structures that contain the miRNA candidate are kept for subsequent filtering which includes the evaluation of the hairpin length; maximum aMFE; and features specific to the hairpin structure (full details of parameters are listed in the Supplementary File S3). If there is more than one subwindow whose secondary structure passes all filters, the one with the lowest aMFE is accepted as the true precursor.

miRCat2 computes a score for the proposed precursor calculated based on the miRDeep2 model, as described in Friedländer *et al.* (2008). The score indicates the strength of the prediction, but it does not influence the output of the method. It could be used as a ranking criteria for the results, a higher score meaning the prediction has a higher probability of being a true miRNA.

### 2.2 Implementation

The miRCat2 algorithm is part of the UEA small RNA Workbench (Stocks *et al.*, 2012) and is written in Java, version 1.8+; for optimal results, we recommend using the latest, stable, Java version. It can run on any operating system (Windows, Linux, Mac OSX). In addition, it can be executed either through the user-friendly interface or from the command line. Two sets of default parameters are provided, one for animals and one for plants, although the user can adjust these parameters. The default parameters were set according to rules generally applicable to the annotated miRNAs from miRBase (Kozomara and Griffiths-Jones, 2014) for each specific Kingdom. A list of all parameters and their default values is presented in the Supplementary File S3.

miRCat2 requires as input a reference genome and a set of sRNA sequencing data (fasta format, non-redundant, with the adaptors trimmed). The files can be processed from fastq to the necessary format using the UEA small RNA Workbench (Stocks *et al.*, 2012). The environment can also be used to map the reads to the reference genome using PatMaN (Prüfer *et al.*, 2008), full length, with 0 gaps and no mismatches. The sequences not mapping to the reference genome are discarded.

The output of miRCat2 is presented as (i) a PatMaN file, containing the predicted miRNA coordinates; (ii) a csv file, containing additional information about the miRNA*, hairpin and existing miRNA annotations; (iii) a PDF file including, for every predicted miRNA precursor, coverage plots of mapped abundances; and (iv) a text file containing, for every prediction, the read alignments on the precursor (Fig. 1).miRCat2 uses RNALfold from the ViennaRNA package (Lorenz *et al.*, 2011) for detecting the secondary structure, randfold (Bonnet *et al.*, 2004) for calculating the statistical significance of the precursor structure. All dependencies are included in the download package and no extra installation is required. The code can be downloaded from http://srna-workbench.cmp.uea.ac.uk/downloadspage/, where users can also find the documentation and example files.

**Fig. 1:**
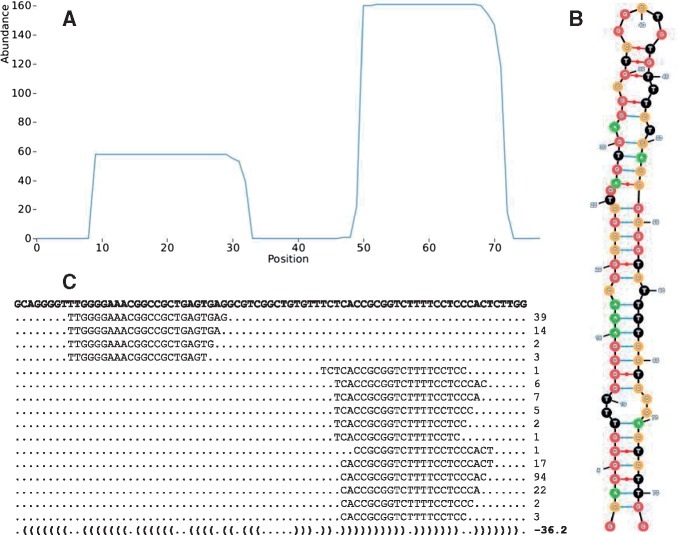
Output of miRCat2 for a predicted sequence corresponding to hsa-mir-2110 (chromosome 10), depicting (**A**) precursor presence plots, (**B**) precursor secondary structure and (**C**) alignment of incident reads. **(A)** On the *x*-axis we represent each position along the miRNA hairpin; on the *y*-axis we represent the point abundance calculated as the algebraic sum of the abundances of incident reads. **(B)** Precursor secondary structure, color-coded for each nucleotide type (A—green, C—orange, G—red, T—black). **(C)** Alignment of incident reads on the precursor; the numbers of the right represent the raw read abundance. The last line presents the secondary structure in dot-bracket notation, together with its MFE

### 2.3 Fold change computation

To validate miRNA predictions, we estimate fold changes between wild-type and mutants in the miRNA biogenesis pathway. To do this, we consider only the genome mapping reads. To compare datasets with different sequencing depths, we normalize all abundances using the reads per million method (Mortazavi *et al.*, 2008) to the median total count of each experiment (McCormick *et al.*, 2011; Dillies *et al.*, 2013). The method used for calculating the fold changes between wild-type and mutants in the miRNA biogenesis pathway is presented in the Supplementary File S2.

## 3 Materials

### 3.1 Data

To assess the performance of miRCat2, we ran it on multiple organisms and benchmarked the results against other commonly used miRNA detection tools, miRCat (version srna-workbenchV3.2), miRDeep2 (version miRDeep2.0.0.7), miRPlant (version miRPlant_V5) and miReap (version mireap_0.2). The organisms we considered are *Danio rerio* (Cifuentes *et al.*, 2010), *Homo sapiens* (Shin *et al.*, 2010; Somel *et al.*, 2010; Vaz *et al.*, 2010; Hou *et al.*, 2011; Friedländer *et al.*, 2014; Kim *et al.*, 2016), *Mus musculus* (Bosson *et al.*, 2014; Groenendyk *et al.*, 2014; Noh *et al.*, 2014; Modzelewski *et al.*, 2015; Meng *et al.*, 2015), *Caenorhabditis elegans* (Garcia-Segura *et al.*, 2015), *Drosophila melanogaster* (Lee *et al.*, 2014), *Heliconius melpomene* (Surridge *et al.*, 2011), *Xenopus laevis* (Ahmed *et al.*, 2015) (animal datasets), *Solanum lycopersicum* (Lopez-Gomollon *et al.*, 2012; Kravchik *et al.*, 2014), *Glycine max* (Curtin *et al.*, 2016) and *Arabidopsis thaliana* (Wang *et al.*, 2011) (plant datasets). We have downloaded these datasets from the GEO (Barrett *et al.*, 2013) and SRA (Leinonen *et al.*, 2011) databases. 

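Small RNA libraries were made from leaves of *A.thaliana* (thale cress), 3 from wild-type plants and 3 from *dcl1-7* mutant plants, with a pool of leaves from 3 plants in each library. The *dcl1-7* mutation affects DCL1, the Dicer-like enzyme that cuts plant miRNAs out of their hairpin precursors. The libraries of each genotype carry the letters A, B and C. The authors trimmed the 3' adapters and the HD tags, which are degenerate bases next to the adapters, collapsed identical reads, and deposited each distinct sequence with its count of reads, without normalization. Wild type A, B and C held 6698042, 4514394 and 5173804 reads, and *dcl1-7* A, B and C held 2453758, 3317373 and 3967227 reads. Every wild-type library was deeper than every *dcl1-7* library, so that depth and genotype are not independent in this dataset. The paper's own totals in Supplementary File S4 are larger by 1 read in 5 libraries and by 2 reads in *dcl1-7* B, and the values given here use the deposited counts. Each distinct sequence was matched to the TAIR10.1 reference genome at full length, with 0 gaps and 0 mismatches, and all of its matches were kept. A read was then counted in full at every annotated gene that it lay inside on the sense strand. The genes were the 326 miRNA precursors, 684 tRNA genes and 287 snoRNA genes of the RefSeq annotation of that assembly, in place of the miRBase precursors and RFAM transcripts used by the authors. This choice, the counting of a read at each of its matches, and the scaling to the total of genome-matching reads can each change the values. With the smallest library, 1 read corresponded to 0.459 RPM, a count scaled to the genome-matching reads of its library, and with the largest to 0.167. Copies of 1 molecule made by PCR were not told apart from separate molecules. The confidence intervals given for these libraries describe sets of precursors, loci or genes, and cover neither such copies nor the spread between plants.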

We also generated an *A.thaliana* dataset, as described in the Supplementary File S2. A description of the data processing can be found in the Supplementary File S2. Information about the genomes used, accession numbers of small RNA datasets, trimmed adapter sequences and number of reads in each dataset can be found in the Supplementary File S4.

## 4 Results

To evaluate the performance of miRCat2, miRCat, miRDeep2, miRPlant and miReap, we generated the miRNA predictions, using all tools, on the same input datasets. We filtered the output of each tool as recommended by their authors (miRCat2: no filtering, miRCat: no filtering, miRDeep: filter by score cut-off of 0, miRPlant: filter by score cut-off of 4, miReap: no filtering). For each method and input set, we determined the average number of high-confidence and low-confidence miRNA precursors from miRBase v21 (Kozomara and Griffiths-Jones, 2014), the average number of new miRNA predictions, average specificity (percentage of miRBase annotated miRNAs within the output) and average sensitivity rates (percentage of miRNAs detected out of the total number of miRNAs expressed in the sample file). The averages for each organism are presented in Table 1 (full results for each dataset are described in the Supplementary File S5). 

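For the *A.thaliana* libraries sequenced by the authors, candidate loci were selected in wild type A and wild type B, the libraries marked in Supplementary File S4, with code written from the paper's description of miRCat2 and the parameters it lists, and not with miRCat2 itself. A locus had to stand out from its 500 nt window (Kullback-Leibler divergence above 1.23), to have reads mostly of 20 to 23 nt with a share of 0.92 within 3 nt of the locus ends, and to fold into a hairpin with an adjusted minimum free energy of at most -22. On simulated reads this selection found 107 of 120 mature miRNAs and 0 of 400 loci of degraded RNA. The simulated miRNAs had many reads with clean ends, and the simulated degradation was spread evenly over strands, starts and lengths. The rules separate such loci easily, so these rates test the code and do not carry over to the real libraries. In wild type A it returned 175 loci, of which 109 lay in annotated precursors (62.3%) and 66 lay outside. In wild type B it returned 148 loci, of which 106 lay in annotated precursors (71.6%) and 42 lay outside. These loci covered 108 of the 274 expressed precursors in wild type A (39.4%) and 104 of the 268 in wild type B (38.8%). For miRCat2, the paper's Supplementary File S5 reports 117 predictions in wild type A and 109 in wild type B, with a specificity of 88.89% and 94.5% and a sensitivity of 37.1% and 37.6%. Leaving out the hairpin requirement moved the number of loci most, to 278 in wild type A and 235 in wild type B. The predictions of the other tools were not analysed here.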

We used miRBase as a reference of accepted/studied miRNAs, although we acknowledge its caveats (Saçar *et al.*, 2013).

**Table 1.** Performance comparison of benchmarked tools

Animals							Plants						
Organism	Tool	High-conf. miRNAs	Low-conf. miRNAs	Novel predictions	Specificity (%)	Sensitivity (%)	Organism	Tool	High-conf. miRNAs	Low-conf. miRNAs	Novel predictions	Specificity (%)	Sensitivity (%)
*H.sapiens*	miRCat2	159	83	72	78.6 (±9.1)	30.6 (±3.3)	*A.thaliana*	miRCat2	66	44	8	93.6 (±2.7)	38.3 (±2.7)
(23 datasets)	miRCat	122	67	27	87.9 (±5.8)	23.9 (±2.5)	(7 datasets)	miRCat	51	57	167	40.9 (±9)	37.9 (±1.8)
	miRDeep2	149	61	14	94 (±2.7)	26.5 (±4.5)		miRPlant	62	52	7	93.3 (±5.4)	39.3 (±14.9)
	miReap	148	108	227	52.3 (±14.3)	32.5 (±7.4)		miReap	6	8	121	14.5 (±8.5)	4.9 (±0.6)
*M.musculus*	miRCat2	147	25	23	90.5 (±7.5)	39.8 (±3.2)	*S.lycopersicum*	miRCat2	15	13	233	11.6 (±5)	44.2 (±12.8)
(21 datasets)	miRCat	124	20	20	88.5 (±8.3)	33.5 (±1.9)	(14 datasets)	miRCat	14	16	1204	2.7 (±1.1)	48 (±4.8)
	miRDeep2	117	14	2	98.6 (±2)	29.7 (±7.2)		miRPlant	11	7	45	30.3 (±7)	28.9 (±13.1)
	miReap	114	21	134	48.7 (±12.3)	31.6 (±8.5)		miReap	4	5	1619	0.7 (±0.3)	13.6 (±3.2)
*D.rerio*	miRCat2	141	145	42	93.6 (±2.4)	88.6 (±2.3)	*G.max*	miRCat2	N/A	129	269	32.7 (±3.8)	34.9 (±1.1)
(2 datasets)	miRCat	101	88	26	87.9 (±0.3)	58.2 (±2.5)	(2 datasets)	miRCat	N/A	149	865	15.4 (±4.5)	40.2 (±0.8)
	miRDeep2	120	111	27	89.7 (±1.3)	71.5 (±3.0)		miRPlant	N/A	80	74	52 (±0.7)	21.6 (±4.9)
	miReap	137	132	43	86.2 (±0.2)	82.9 (±0.2)		miReap	N/A	25	2243	1.2 (±0.3)	6.8 (±0.8)

*Note*: miRCat2 performs well consistently, with a good specificity and sensitivity trade-off, whereas miRCat and miReap struggle in terms of specificity, especially in plants. miRDeep2/miRPlant have good specificity, but lack in sensitivity.

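Reads were counted on each of the annotated *A.thaliana* precursors in every library. In the wild-type libraries, 83.4% of the precursors in library C, 84.0% in library A and 82.2% in library B had at least 1 read inside the precursor on its own strand. In the *dcl1-7* libraries, 249 precursors had at least 1 read in A, 248 in B and 258 in C, from fewer reads in all. When reads on either strand were counted, the wild-type numbers were 278, 275 and 279 for A, B and C, where the paper's reported numbers are 280, 274 and 279. Requiring at least 10 reads lowered them most, to 210 in wild type A and to 208 in each of wild type B and C.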

To calculate the sensitivity, any miRNA precursor with at least one incident read was considered to be expressed in the given sample. This approach includes low abundance miRNAs, which may be difficult to predict, resulting in overall low sensitivity.

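In the *A.thaliana* wild-type libraries, 64 of the expressed precursors in A, 60 in B and 64 in C had only 1 to 9 reads, which is 23.4%, 22.4% and 23.5% of those expressed. The median number of reads on an expressed precursor was 94.5 in A, 63.5 in B and 79 in C, while the most abundant precursor had 132540, 67737 and 87402 reads. The 10 most abundant precursors held 60.7%, 57.2% and 57.7% of the counts on precursors in A, B and C. In the *dcl1-7* libraries the share of expressed precursors with 1 to 9 reads was larger, at 36.1% in A, 32.7% in B and 36% in C.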

Comparing the prediction accuracy of miRCat2 with miRCat and miRDeep2/miRPlant, we observe that miRCat2 has comparable specificity to other methods, while achieving an improved sensitivity. In particular, we detect a higher number of known miRNAs, while avoiding the proportional increase in the number of new miRNAs predictions. For example, in *M.musculus*, miRCat2 detects 41 more miRNAs than miRDeep2, which has the highest specificity, while predicting only 21 additional (potentially new) miRNAs. Moreover, miRCat2 predicts the highest number of high-confidence miRBase miRNAs in all tests. For the *H.sapiens* samples, we see that miReap predicts more known miRNAs, although at a cost to specificity, as it generates a large number of new predictions (155 more than miRCat2), which may be false positives. In all other organisms miReap performs poorly, especially in plants, where both sensitivity and specificity are low.

To validate the miRCat2 predictions, we investigated whether the predicted mature miRNAs were dependent on Dicer/DCL1, Drosha and DGCR8 processing, known to be key factors in miRNA biogenesis in plants and animals, respectively. 

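In the *A.thaliana* dataset, reads inside annotated miRNA precursors made up 13.2% ± 0.921 (SD, n = 3) of the genome-matching reads in wild type and 3.30% ± 0.544 (SD, n = 3) in *dcl1-7*. The lowest wild-type library, at 12.2%, was above the highest *dcl1-7* library, at 3.67% (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Reads of 21 nt, the usual length of plant miRNAs, made up 18.1% ± 1.16 in wild type and 10.9% ± 1.13 in *dcl1-7* (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). Reads of 24 nt, a length outside the range of most miRNAs, made up 22.9% ± 2.09 in wild type and 26.4% ± 0.590 in *dcl1-7* (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). The fall of precursor reads raises the share of all other reads, so this rise cannot be told apart from that loss. The 24 nt share without precursor reads was not computed. The 21 nt difference depended on how reads were counted. Among distinct sequences, each counted once, the share of 21 nt was higher in *dcl1-7* by 0.716 percentage points (exact permutation test, two-sided, p = 0.3).

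**Figure D1:**
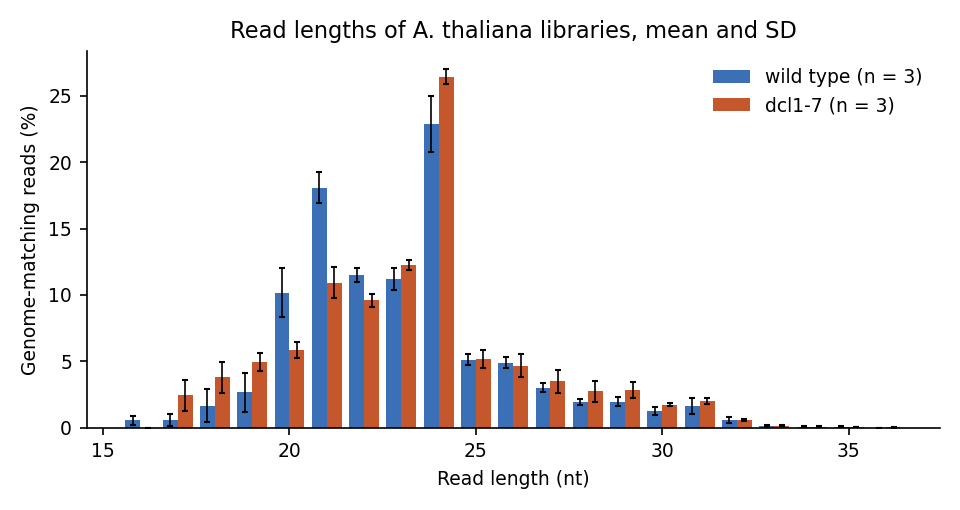
Percentage of genome-matching reads (vertical axis) at each read length in nt (horizontal axis) in the wild-type and *dcl1-7* libraries. Bars are means of 3 libraries and lines are 1 SD; the bar at 21 nt is higher in wild type and the bar at 24 nt is higher in *dcl1-7*.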

We expect bona fide miRNAs to have reduced expression in Dicer, Drosha, DGCR8 knock-out or knock-down versus wild-type samples. We consider a predicted miRNA as being downregulated in the mutant samples if the normalized expression is at least 2-fold lower in the mutant, when compared with the wild-type.

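The same rule was applied to the annotated *A.thaliana* precursors, with the paper's fold change, the log2 ratio of the median normalized counts of the mutant and the wild-type libraries after adding 10 to each. Of the 274 precursors expressed in wild type A, 96 were at least 2-fold down (35.0%, 95% Wilson interval 29.6% to 40.9%), and of the 268 expressed in wild type B, 96 were (35.8%, 30.3% to 41.7%). The share depended on the number of reads. In wild type A it was 0 of 64 precursors with 1 to 9 reads (0% to 5.66%), 18 of 78 with 10 to 99 reads (23.1%, 15.1% to 33.6%), 31 of 72 with at least 100 and under 1000 reads (43.1%, 32.3% to 54.6%) and 47 of 60 with 1000 reads or more (78.3%, 66.4% to 86.9%). In wild type B the corresponding shares were 1 of 60 (1.67%), 21 of 86 (24.4%), 34 of 70 (48.6%) and 40 of 52 (76.9%). An added count of 10 keeps the fold change of a precursor with few reads small, so precursors with 1 to 9 reads could rarely pass the rule. Scaling the libraries with the TMM factors of edgeR, computed over all genome-matching sequences, moved the share most, to 46.0% in wild type A and 47.0% in wild type B.

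**Figure D2:**
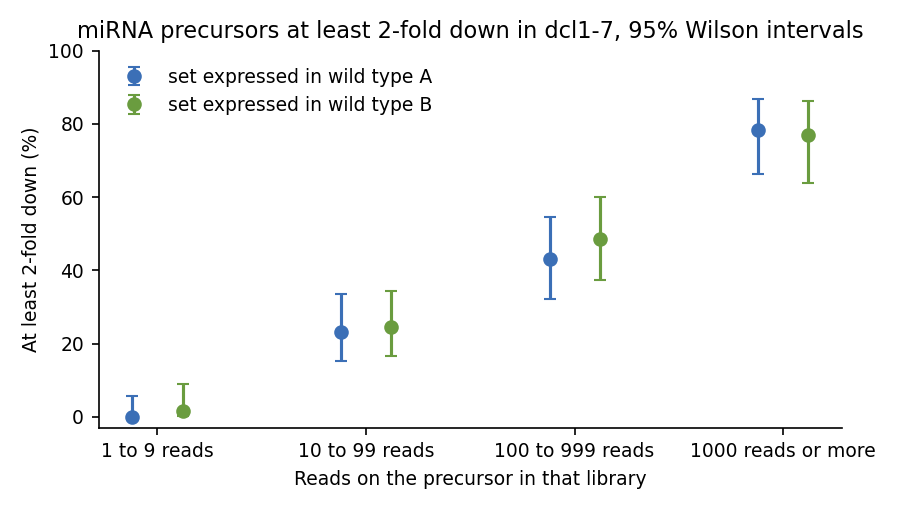
Percentage of annotated miRNA precursors at least 2-fold down in *dcl1-7* (vertical axis) by the number of reads on the precursor in wild type A or wild type B (horizontal axis). Points are shares and lines are 95% Wilson intervals; the share rises from 0% at 1 to 9 reads to 78.3% at 1000 reads or more in wild type A.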

To evaluate the quality of the datasets, we produced sample versus sample scatter plots using the normalized expression levels in wild-type and mutant samples for miRBase miRNAs (see Supplementary File S1, Fig. S1.4). 

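For *A.thaliana*, the normalized counts of single precursors showed how far apart the genotypes were. The precursors with the highest mean count were MIR161, MIR159a, MIR166a, MIR396b and MIR166b. MIR161, on chromosome 1 from 17825685 to 17825857 on the plus strand, had a normalized count of 72409 ± 9737 in wild type and 30432 ± 5187 in *dcl1-7* (SD, n = 3 each), a log2 fold change of -1.25 (standard error 0.190, adjusted p = 3.26e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MIR159a, on chromosome 1 from 27713233 to 27713416, fell from 59858 ± 7306 to 15660 ± 2485, with a log2 fold change of -1.93 (adjusted p = 2.75e-05 from the same edgeR test). MIR396b, on chromosome 5 from 13611798 to 13611932, fell from 49186 ± 3998 to 9412 ± 1784, with a log2 fold change of -2.39 (adjusted p = 9.95e-06, edgeR). MIR166a on chromosome 2 and MIR166b on chromosome 3 had log2 fold changes of -3.13 and -3.09, but their most abundant read matches the genome at 7 places and is counted at each, so the 2 values are not independent. The largest decreases among precursors past the threshold, with the 3 libraries of one genotype all above those of the other, were those of MIR5652, MIR5020b, MIR169c, MIR402 and MIR167d. MIR5652, on chromosome 1 from 23412989 to 23413436 on the minus strand, had 114, 83 and 83 reads in wild type A, B and C and 0 in each *dcl1-7* library. MIR5020b, on chromosome 4 from 6787003 to 6787153, had a normalized count of 637 ± 146 in wild type and 2.93 ± 2.08 in *dcl1-7* (SD, n = 3 each), a log2 fold change of -7.85 (standard error 0.392, adjusted p = 4.82e-07, edgeR). MIR167d, on chromosome 1 from 11137539 to 11137915, had the most reads of these, 40410, 34646 and 34567 against 127, 145 and 138, a log2 fold change of -7.29 (standard error 0.249, adjusted p = 1.62e-07, edgeR). MIR169c and MIR402 had 0 reads in every *dcl1-7* library and at most 43 reads in a wild-type library. The precursors with the largest increases were MIR8183, MIR870, MIR781a, MIR399a and MIR840. MIR8183, on chromosome 3 from 11747715 to 11747831 on the minus strand, had 3, 4 and 11 reads in wild type A, B and C and 549, 670 and 621 in *dcl1-7*, a log2 fold change of 7.42 (standard error 0.390, adjusted p = 6.14e-07, edgeR), and it lies in a segment of chromosome 3 where the *dcl1-7* reads carry bases that differ from the reference. MIR840 rose from 139 ± 15.6 to 744 ± 154 normalized counts (SD, n = 3 each), and the log2 fold changes of MIR870, MIR781a and MIR399a were 2.98, 2.60 and 2.53. With each library left out in turn, the log2 fold change of MIR167d stayed between -7.43 and -7.15 and that of MIR161 between -1.34 and -1.12. MIR781a has a most abundant read with 2 genome matches and MIR169c one with 3, while that of MIR8183 matches 1 place.

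**Figure D3:**
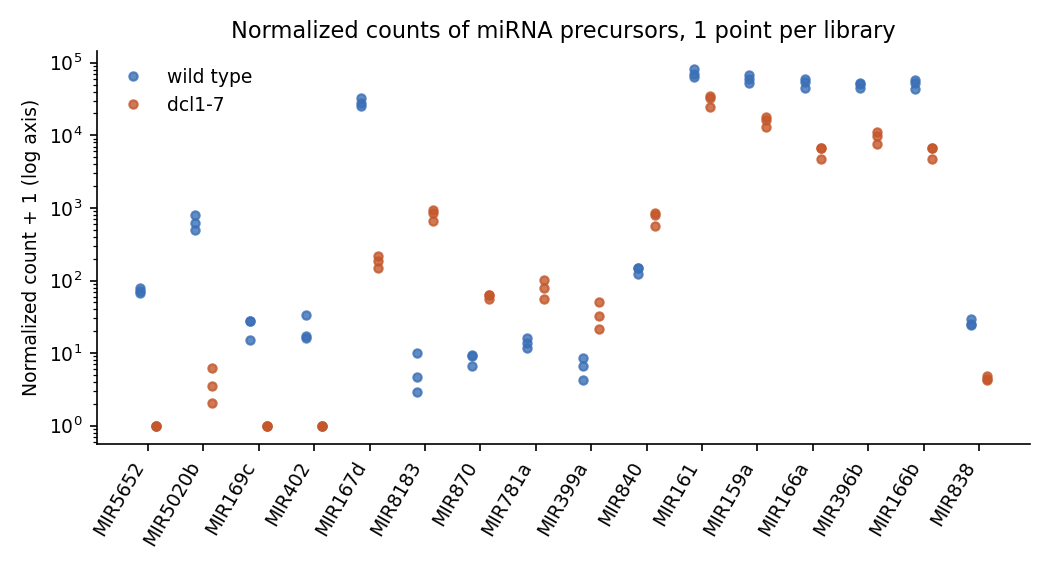
Normalized count plus 1 on a log axis (vertical axis) of each named miRNA precursor (horizontal axis), with 1 point for each of the 3 wild-type and 3 *dcl1-7* libraries. For every precursor shown the points of the 2 genotypes do not overlap, and those of MIR8183, MIR870, MIR781a, MIR399a and MIR840 are higher in *dcl1-7*.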

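The counts on *A.thaliana* precursors and on tRNA and snoRNA genes were tested in one table of all 6 libraries with the library size set to the genome-matching total. Of 204 precursors with enough reads to be tested, 116 were lower and 37 were higher in *dcl1-7* at an adjusted p under 0.05. In a fit with the replicate letter as a block, so that wild type A was paired with *dcl1-7* A and likewise for B and C, 117 precursors were lower and 35 were higher. The letters did not clearly pair the libraries. Deviations from the genotype means correlated with r = 0.239, 0.0805 and -0.0474 for letters A, B and C, and with r = 0.232 between wild type B and *dcl1-7* C. The mean r was 0.0908 for the same letter and -0.0463 for different letters (over 969 features, which are not independent replicates). These means are not independent of each other, since deviations from a genotype mean cancel within the genotype. Each of the 6 fits that left out 1 library gave between 112 and 121 precursors lower and between 25 and 39 higher. Scaling by TMM factors gave 145 lower and 16 higher, and DESeq2's size factors gave 143 and 15. With 1 precursor for each group that shares its most abundant read, 78 of 152 were lower and 31 higher. TMM scaling lowered the median log2 fold change of all 969 tested features from 0.58 to -0.09. Relative to that median, the precursors were at -1.54 with the genome-matching totals and at -1.58 with TMM factors. A scaling shifts all features by nearly the same amount, so this likeness follows from the reference and is no separate test. On simulated counts with known changes, the test called 158 of 167 changed features and 6 of 799 unchanged ones.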

If the mutation was successful, we expect to see higher counts in the wild-type than in the mutant samples, therefore the plots should show a shift of the points above the diagonal; this pattern can be observed in the majority of cases. However, for *D.rerio* the pattern is not very clear; also in *G.max* and *M.musculus* the points are grouped on the diagonal. Nevertheless, in all cases more than a half of the points are situated above the diagonal. This suggests that these datasets contain overall lower percentages of differentially expressed miRNAs, and this is reflected in the cumulative plots too. 

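In the *A.thaliana* dataset the mean normalized count was higher in wild type for 187 of the 274 precursors expressed in wild type A (68.2%, 95% Wilson interval 62.5% to 73.5%) and for 186 of the 268 expressed in wild type B (69.4%, 63.6% to 74.6%). Both intervals lie above an even split. Among precursors with 1 to 9 reads in wild type A, 35 of 64 were higher in wild type (54.7%, 42.6% to 66.3%), an interval that includes an even split, and among those with 1000 reads or more, 58 of 60 were (96.7%, 88.6% to 99.1%). Leaving out each library in turn kept the share between 67.9% and 70.4% for the set of wild type A and between 67.2% and 72.0% for the set of wild type B. Counting only the read of each precursor that was most abundant in the wild-type libraries moved the shares most, to 83.0% and 84.1%. Choosing the read in wild type by itself favours higher wild-type counts. The paper uses such plots to judge the quality of the datasets, and expects wild-type counts above those of the mutant where the mutation was successful.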

Note that in the *H.sapiens* wild-type versus Drosha mutant, there are some miRNAs that are located below the diagonal (more highly expressed in the mutant). This is probably because they have a Drosha-independent biogenesis pathway and therefore appear to be more highly expressed in the mutant (Kim *et al.*, 2016).

In the Supplementary File S1, Figure S1.3, we compare the performance of miRCat2, miRCat, miRDeep, miReap and miRPlant with and without filtering. For miRCat2, we used a score cut-off of 5 (empirically observed to separate most new predictions from conserved miRNAs). The filtering has some impact on both miRCat2 and miRDeep2 in *H.sapiens*. In plants however we observe that miRCat2 performs well irrespective of this filtering, with a particularly large impact for miRPlant. For comparability purposes, we computed the cumulative plots of log_2_ fold changes only on unfiltered outputs (see Fig. 2).

**Fig. 2:**
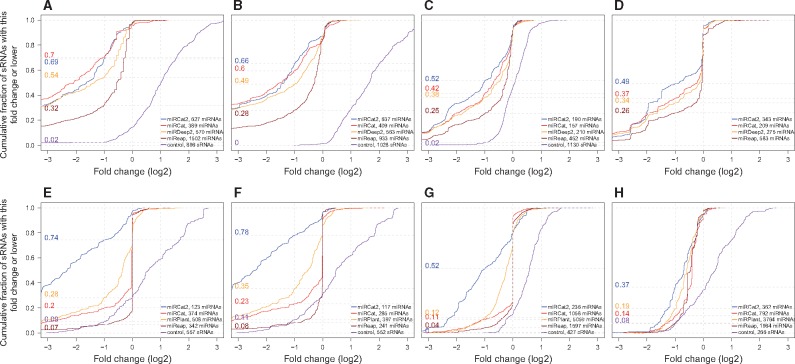
Cumulative plots of log_2_ fold changes of control versus mutant datasets, calculated on the output of miRCat2, miRCat, miRDeep2/miRPlant and miReap and a control dataset formed of tRNAs and snoRNAs. We present results for *H. sapiens* [subplots (**A**) Dicer and (**B**) Drosha knock-out], *M. musculus* [subplot (**C**)], *D. rerio* [subplot (**D**)], *A. thaliana* [subplots (**E**) and (**F**)], *S. lycopersicum* [subplot (**G**)] and *G. max* [subplot (**H**)]. miRCat2 has the highest percentage of DE miRNAs in all but one of the experiments, where it classifies as a close second to miRCat. (A) *Homo sapiens* wild-type versus Dicer knock-out. (B) *Homo sapiens* wild-type versus DROSHA knock-out. (C) *Mus musculus* wild-type versus DGCR8 knock-out. (D) *Danio rerio* wild-type versus Dicer knock-out. (E, F) *Arabidopsis thaliana* wild-type versus Dicer knock-down. (G) *Solanum lycopersicum* wild-type versus DCL1 knock-down. (H) *Glycine max* wild-type versus DCL1 knock-down

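For the candidate loci selected in the *A.thaliana* wild-type libraries, the normalized count of the candidate sequence was compared between the 3 *dcl1-7* and the 3 wild-type libraries with the paper's fold change. Of the 175 loci of wild type A, 102 were at least 2-fold down in *dcl1-7* (58.3%, 95% Wilson interval 50.9% to 65.3%). Of the 148 loci of wild type B, 89 were (60.1%, 52.1% to 67.7%). Among the loci in annotated precursors the share was 68.8% (75 of 109, 59.6% to 76.7%) in wild type A and 69.8% (74 of 106, 60.5% to 77.7%) in wild type B. With each library left out in turn, the share of all loci stayed between 54.9% and 58.9% for wild type A and between 59.5% and 64.9% for wild type B. The setting that moved it most was the scaling by TMM factors, with 70.3% and 70.9%.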

For tools with high prediction accuracy, we expect to see a significant differential expression (downregulation in the mutant samples) for the majority of the predicted miRNAs. As a control dataset containing reads independent in the miRNA biogenesis pathway, we use RFAM tRNA and snoRNA transcripts. 

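The control sequences of *A.thaliana* were counted on annotated genes, of which 684 tRNA and 270 snoRNA genes had at least 1 read. By the paper's fold change, 49 of these 954 genes were at least 2-fold down in *dcl1-7* (5.14%, 95% Wilson interval 3.91% to 6.73%). In edgeR's quasi-likelihood test, 92 of the 765 control genes with enough reads were lower at an adjusted p under 0.05, and 74 were lower in the fit with the replicate letters paired as a block. The largest decreases with all 3 *dcl1-7* libraries under all 3 wild-type libraries were those of the control genes AT2G17295 and AT1G07593. Their annotated products are a snoRNA and other RNA. AT2G17295, on chromosome 2 from 7520942 to 7521021, had 44, 22 and 18 reads in wild type A, B and C and 0 in each *dcl1-7* library (log2 fold change -7.46, standard error 0.930, adjusted p = 2.96e-04, edgeR). AT1G07593, on chromosome 1 from 18428009 to 18428096, had 90, 69 and 42 reads against 0, 2 and 3 (log2 fold change -4.51, standard error 0.532, adjusted p = 7.14e-05, edgeR). With TMM factors in place of the genome-matching totals, the share of control genes at least 2-fold down was 12.5%, the largest move among the settings tried.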

As expected, their expression level is not decreased in the mutant samples; moreover, in the animal datasets the expression of these transcripts is upregulated, due to the stochasticity of the sequencing technology. In plant samples we observe little differential expression for the control sequences, as the biogenesis of plant sRNAs is more complex. 

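Of the 954 *A.thaliana* control genes with reads, 325 were at least 2-fold up in *dcl1-7* by the paper's fold change (34.1%, 95% Wilson interval 31.1% to 37.1%). The increase was in tRNA genes, 316 of 684 (46.2%), while 9 of 270 snoRNA genes were up (3.33%). With each read counted once, reads on tRNA genes made up 6.41% ± 0.671 of the genome-matching reads in wild type and 7.50% ± 0.477 in *dcl1-7*. Reads on snoRNA genes made up 0.201% ± 0.0291 and 0.144% ± 0.00460 (SD, n = 3 each). The share of genes that were up therefore does not measure the rise in tRNA reads. Among nuclear tRNA genes 311 of 625 were up (49.8%), and among plastid tRNA genes 4 of 37 (10.8%). tRNA genes share sequence, and a read that matches several copies was counted at each, so these genes are not independent; with each read divided by its number of genome matches, 25.1% of the control genes were at least 2-fold up. Under TMM factors 18.8% were up, and the median log2 fold change of nuclear tRNA genes was 0.21 in place of 0.92. Relative to the median of all tested features, nuclear tRNA genes were at 0.31 with the genome-matching totals and at 0.33 with TMM factors in edgeR. The snoRNA genes were below that median, at -0.54 with either. The likeness of the 2 scalings follows from this reference, since a scaling shifts all features by nearly the same amount. Of the 969 features behind the median, 609 were nuclear tRNA genes. Without that reference the direction for snoRNA genes flips, with a median of 0.04 and of -0.63. In edgeR's quasi-likelihood test, 447 control genes were higher at an adjusted p under 0.05, and 454 were higher with the letters A, B and C as a block. The highest were the tRNA-Leu gene AT5G60285 on chromosome 5 from 24262580 to 24262660, with a normalized count of 68.1 ± 40.4 in wild type and 460 ± 35.2 in *dcl1-7* (SD, n = 3 each), and the tRNA-Ser gene AT1G57510 on chromosome 1 from 21307592 to 21307675, with 11.6 ± 6.05 and 73.6 ± 2.21. Their most abundant reads match the genome at 11 and 27 places.

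**Figure D4:**
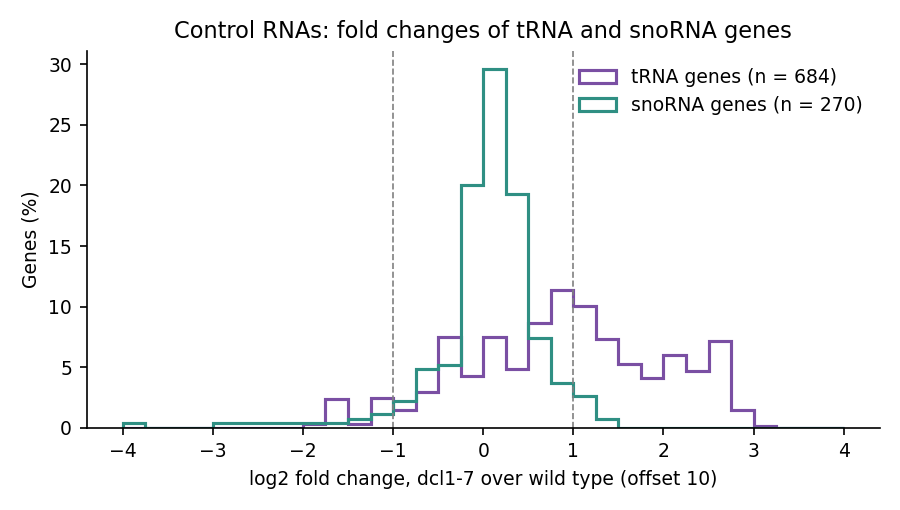
Percentage of genes (vertical axis) by log2 fold change of *dcl1-7* over wild type after adding 10 to each median normalized count (horizontal axis), for the 684 tRNA and 270 snoRNA genes with reads. Dashed lines mark 2-fold down and 2-fold up, values beyond the axis are in the end bins, and the tRNA genes reach further to the right than the snoRNA genes under this scaling.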

All tools produce a substantially different cumulative differential expression curve compared to the control dataset; miRCat2 performs better than other tools in all but one of the experiments.

In the *H.sapiens* versus Dicer knock-out sample (see Fig. 2A), we observe that miRCat2 is a close second to miRCat, whereas in plant datasets there is a substantial gap between miRCat2 and the other tools, supporting the improved accuracy of miRCat2. For *S.lycopersicum*, miRCat2 shows a low specificity when detecting annotated miRNAs due to a low number of entries for this species (77 annotated precursors). However, the cumulative plots indicate that the new predictions are likely true miRNAs which have not yet been annotated in *S.lycopersicum* (54 out of the 190 new predictions are orthologs of plant miRNAs; see Supplementary File S6 for details).

Next, we produced cumulative plots on the differential expression frequency only for the sequences that were not previously included in miRBase and therefore are potential new miRNAs (see Supplementary File S1, Fig. S1.5). This subset contains a high proportion of putative miRNAs downregulated in the mutant samples, although to a lesser extent than the sequences included in the plots for all predictions. 

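In the *A.thaliana* dataset, the candidate loci outside annotated precursors were at least 2-fold down in *dcl1-7* in 27 of 66 cases for wild type A (40.9%, 95% Wilson interval 29.9% to 53.0%) and in 15 of 42 for wild type B (35.7%, 23.0% to 50.8%). The interval of wild type A overlaps that of all candidate loci of the same library, and the interval of wild type B lies under it. Those sets are nested, since all candidate loci include the loci outside precursors. Against the candidate loci in annotated precursors (59.6% to 76.7% in wild type A and 60.5% to 77.7% in wild type B), the interval lies lower in each library. The 2 sets were not matched for reads. The median log2 fold change of the loci outside precursors was -0.56 in wild type A and -0.39 in wild type B. In each library, 14 of the loci outside precursors were at least 2-fold up. Under the other settings of the selection, which were applied to these shares after seeing the data, the share at least 2-fold down lay between 27.5% and 57.7% in wild type A and between 20% and 50% in wild type B.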

We observe no change in the ranking of the tools, miRCat2 performing better than the other tools in each of the experiments. In *M.musculus* we observe a decrease in the percentage of sequences with at least a 2-fold change in all tools, due to the low number of new predictions. 

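In the *A.thaliana* dataset, 29 candidate loci outside annotated precursors were selected in both wild type A and wild type B, and 13 of them were at least 2-fold down and 6 at least 2-fold up in *dcl1-7*. All 6 loci that were up lie in tRNA genes. The largest decrease was that of the 21 nt sequence AATGGATTATGTAAGAGAGGT in the protein-coding gene AT1G62590, on chromosome 1 from 23178482 to 23178502 on the minus strand, with a normalized count of 264 ± 16.0 in wild type and 0.425 ± 0.736 in *dcl1-7* (SD, n = 3 each), though this sequence matches the genome at 8 places. The 22 nt sequence TACCGATGATGATTATTGCTAA, on chromosome 2 from 2184625 to 2184646 on the minus strand, overlaps the snoRNA gene AT2G05765 and matches 1 place. It fell from 32068 ± 3443 to 1450 ± 446 (log2 fold change -4.59). With 8553 RPM in wild type, it is not among the reads counted inside snoRNA genes on the sense strand. Those were at most 0.223% of the genome-matching reads of a library. The 22 nt sequence TACCGATGATGATTATTGCGAA, on chromosome 2 from 7520941 to 7520962, fell from 87.1 ± 19.5 to 0 in every *dcl1-7* library. It starts just before the annotated start of the snoRNA gene AT2G17295 and overlaps this gene. The most abundant read counted on AT2G17295 lies within this sequence, so its decrease and that of the gene are not independent. Between genes, TGAGAAGAGATAGAATAGAA on chromosome 5 from 10728130 to 10728149 fell from 41.8 ± 9.39 to 0.999 ± 0.893, and AAAATTAGATCCTTAACTTTT on chromosome 4 from 18395109 to 18395129 fell from 82.5 ± 25.7 to 13.6 ± 5.44. TGATTGAGCCGCGCCAATATC, in the protein-coding gene AT4G00150 on chromosome 4 from 58411 to 58431, fell from 461 ± 83.7 to 69.4 ± 13.4 and matches the genome at 4 places. This sequence is also the most abundant read of the annotated precursor MIR171a, so its decrease cannot be assigned to the locus in AT4G00150. Another of the 13, TCCTAAGTCCAACATAGCGT, lies in TAS1A (AT2G27400), a locus of trans-acting siRNAs, on chromosome 2 from 11722050 to 11722069.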

The high percentage of differentially expressed sequences among new predictions, especially in plants, indicates that these sequences are likely to be bona fide miRNAs.

To evaluate the low overall sensitivity rates, we created cumulative plots using as input the miRNAs present in the datasets, but not detected by each tool. 

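In *A.thaliana* wild type A, 166 precursors with at least 1 read held no candidate locus, with a median of 16.5 reads, against 1426 reads for the precursors with a candidate locus. In wild type B, 164 precursors held none, with a median of 17 reads against 972. Of these undetected precursors, 64 in wild type A (38.6%) and 60 in wild type B (36.6%) had fewer than 10 reads.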

We expect these annotated miRNAs to have low counts in the input samples. Some of these sequences could also be misannotations in miRBase and exhibit features not consistent with canonical miRNA structure and biogenesis. As a result, their expression would not be affected in the mutant samples. Consequently, we expect to see a smaller differential expression between the wild-type and mutant samples in the cumulative plot, i.e. a curve closer to the control line. In the Supplementary File S1, Figure S1.6, we observe a clear change in the shape of the cumulative plots for each tool (especially for miRCat2), suggesting that these miRNAs might not present the canonical miRNA features or were lowly expressed in the datasets analyzed. 

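In the *A.thaliana* dataset, 19 of the 166 expressed precursors without a candidate locus in wild type A were at least 2-fold down in *dcl1-7* (11.4%, 95% Wilson interval 7.45% to 17.2%), and 20 of 164 in wild type B (12.2%, 8.03% to 18.1%). Both intervals lie under those of the candidate loci in annotated precursors of the same library. The groups are not matched for reads, since 64 of the 166 and 60 of the 164 undetected precursors had fewer than 10. The added count of 10 keeps the fold changes of such precursors small. Whole precursors are also set here against single candidate sequences, so the comparison does not separate low expression from other causes. The median log2 fold change of the undetected precursors was -0.09 in wild type A and -0.10 in wild type B, against -1.27 and -1.45 for all candidate loci. Other settings of the selection were applied to this share after seeing the data. With the divergence threshold at 1.0 the shares were 10.6% and 10.8%, and with it at 1.5 they were 12.2% and 15.1%. Without the hairpin requirement they were 8.18% and 10.1%, and with an adjusted minimum free energy of at most -30 they were 13.2% and 15.0%. From this change in the shape of the curves for miRNAs that the tools did not detect, the paper proposes that these miRNAs may lack canonical features or have low expression in the datasets.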

Also, it is notable that miRCat2 consistently performs well, suggesting that it is less prone to false positives than other methods.

All miRCat2 new predictions are given in the Supplementary File S7.

## 5 Discussion

We presented a new tool for miRNA prediction, miRCat2, applicable on both plant and animal data, which can be run both from the UEA small RNA Workbench graphical interface and from the command line.

We tested miRCat2 on 10 model organisms and compared its results with four commonly used tools for miRNA discovery (miRCat, miRDeep2, miRPlant and miReap). miRCat2 shows a good trade-off between sensitivity and specificity (relative to miRBase annotation), performing well in both metrics, whereas other tools generally performed well only for one of these measures. More specifically, miRDeep2 and miRPlant had good specificity rates, but lacked in sensitivity (annotated miRNAs are not predicted). miReap had a good sensitivity in animals, but lacked in specificity, allowing a high number of new predictions, which could potentially contain false positives.

To evaluate the accuracy of the predictions, we used the miRBase annotations and the objective and biologically meaningful mutant test (using Dicer/DCL1, Drosha and DGCR8 mutants). This approach alleviated the lack of in-depth miRNA annotations for some model organisms (Saçar *et al.*, 2013). We have shown using the comparison of wild-type and mutant datasets, in the cumulative plots, that miRCat2 generally performs better than all other tools tested, both overall and when confirming novel annotations. The tool also remains consistent in its predictions across all animal and plant data, whereas the other tools tend to perform better only on some of the organisms: miRCat and miRDeep2 perform well in *H.sapiens* and *D.rerio*, whereas miRPlant performs well in *A.thaliana*.

miRCat2 is based on a new peak selection and feature-filtering algorithm, i.e. it can only detect miRNAs with conservative secondary structures and miRNA-specific features. In animals, the pre-miRNAs have a well-defined structure with little fluctuations, making the detection of miRNAs easier. In plants, however, there is a higher degree of variability in miRNA hairpin length (Cuperus *et al.*, 2011) and hairpins can contain multiple loops and additional smaller hairpins (Chen, 2005; Xie *et al.*, 2015). These features make the plant miRNA detection challenging. Therefore, rule-based tools, such as miRCat2, miRCat, miRDeep2, miRPlant and miReap, may perform poorly on plant data, missing miRNAs with uncharacteristic features or allowing a large number of false positives. The results for plant data show that miReap performs poorly, displaying low sensitivity and specificity and also the poorest performance in the comparison with mutant datasets. This indicates high false positive and false negative rates and, although it performs better on animal data, miReap should probably not be used for plant miRNA prediction.

Another criterion that influences the outcome of miRCat2 is the read abundance of an miRNA locus: miRCat2 may miss miRNAs that are lowly expressed in the input samples due to the calculations used to test against an RUD, for the identification of peaks. Nevertheless, the detection of low abundance miRNAs is a common issue for all miRNA prediction tools. This is not necessarily a disadvantage, as low read counts would suggest that the miRNA may not be expressed in that particular sample. In another sample where the miRNA is more highly expressed it is more likely that it would be predicted. miRCat2 generates a score as a mean of ranking its predictions and performs well irrespective of a filtering based on this score. This suggests that the core algorithm is robust.

In terms of run time, miRCat2 compares favorably with miRDeep2, although miReap was faster. For example, on a *H.sapiens* dataset, containing approximately 34.5 million reads, miRCat2 generated the results in 3h50m, whereas miRDeep2 generated the results in 5h15m (all tests performed on a Linux server with CentOS 5.11 operating system, 144 GB of memory and 2 Intel Xeon X5550 processors). In terms of memory usage, the amount allocated for one miRCat2 run is user-defined making it versatile to run on a wide range of specifications.

In conclusion, miRCat2 provides improved identification and characterization of new miRNAs over a range of organisms that are not predicted by other tools. It should therefore contribute to a better, more in-depth understanding of miRNAs, both in plants and animals.

## Funding

This work was supported by Biotechnology and Biological Sciences Research Council (BBSRC) [BB/L021269/1 to V.M., M.S. and T.D.].

*Conflict of Interest*: none declared.

## Supplementary Material

Supplementary Data SD1 Click here for additional data file.

Supplementary Data SD2 Click here for additional data file.

Supplementary Data SD3 Click here for additional data file.

Supplementary Data SD4 Click here for additional data file.

Supplementary Data SD5 Click here for additional data file.

Supplementary Data SD6 Click here for additional data file.

Supplementary Data SD7 Click here for additional data file.

# Supplementary material for: miRCat2: accurate prediction of plant and animal microRNAs from next-generation sequencing datasets
**Source:** Bioinformatics. 2017 Apr 12;33(16):2446–54. doi: 10.1093/bioinformatics/btx210
**Supplement:** Supplementary Data SD1

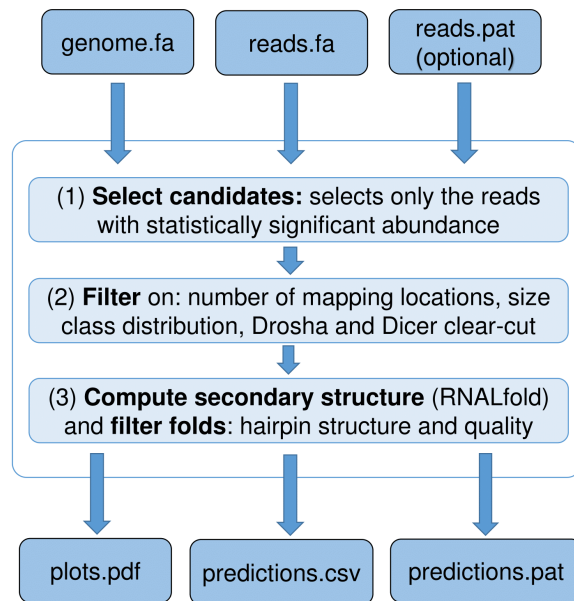

**Fig. SD1.1.** Workflow of the miRCat2 algorithm. The inner light-blue boxes represent processes, the outer dark-blue boxes are input and output files. The file formats are: .fa, fasta; .pat, PatMaN output; .csv, csv spreadsheet. A detailed description of these steps can be found in the methods section.

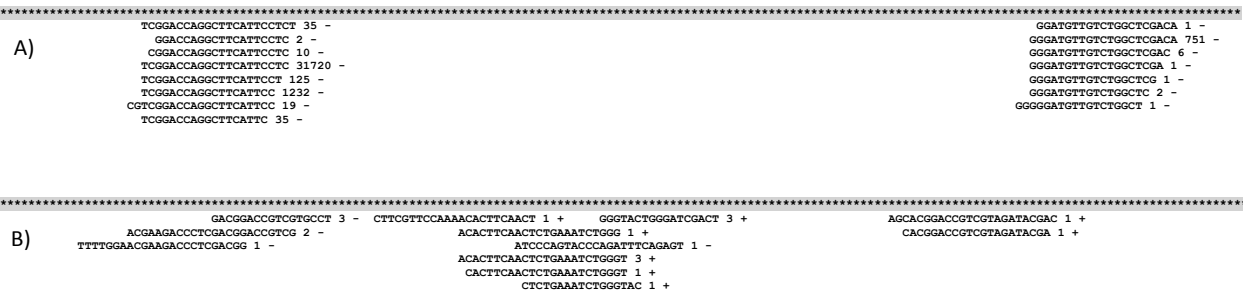

**Fig. SD1.2.** Distribution of reads for a known miRNA locus A) and a random locus on the genome with incident degradation reads B). For each incident read we present, on the right, its abundance (read count), and the matching strand (+/-). A) Distribution of reads for sly-MIR166c (*S. lycopersicum*), on chromosome 1, positions 84381885 - 84382061. This shows the expected miRNA locus pattern, with a characteristic two-peak alignment corresponding to the 5'/3' miRNAs. B) Random distribution of reads for *S. lycopersicum*, on chromosome 1, positions 2076029 - 2076206. The lack of location, size class or abundance specificity, corroborated with the lack of a hairpin-like secondary structure, indicates that this alignment doesn't correspond to a miRNA locus.

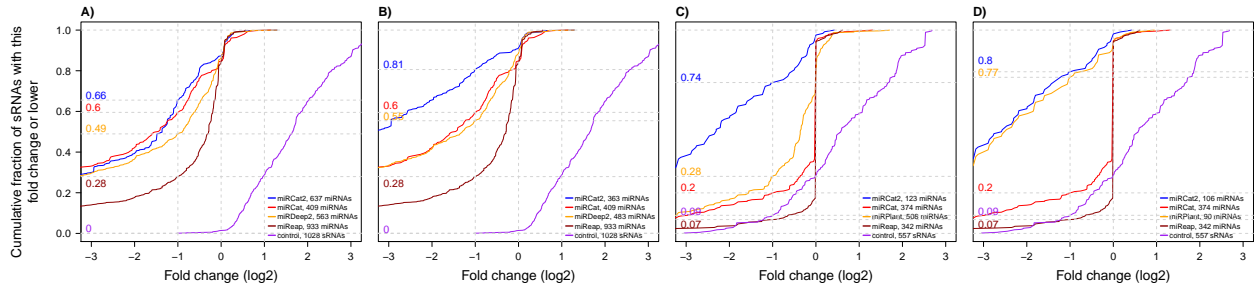

**Fig. SD1.3.** Comparison of filtered vs not filtered results for *H. sapiens* (subplots A) and B) and *A. thaliana* (subplots C) and D)) data. In each plot we represent the cumulative distribution of differential expression for predictions conducted with miRCat2, miRCat, miRDeep2/miRPlant and miReap. The results were filtered based on the recommended cut-off of the score for miRDeep2 (0) and miRPlant (4) and a value of 5 for miRCat2, empirically determined. We observe that for both plant and animal data, the filtering has an effect on the performance of the tools. A) *H. sapiens* wildtype vs. DROSHA knock-out, before filtering. B) *H. sapiens* wildtype vs. DROSHA knock-out, after filtering. C) *A. thaliana* wildtype vs. DCL1 knock-down, before filtering. D) *A. thaliana* wildtype vs. DCL1 knock-down, after filtering.

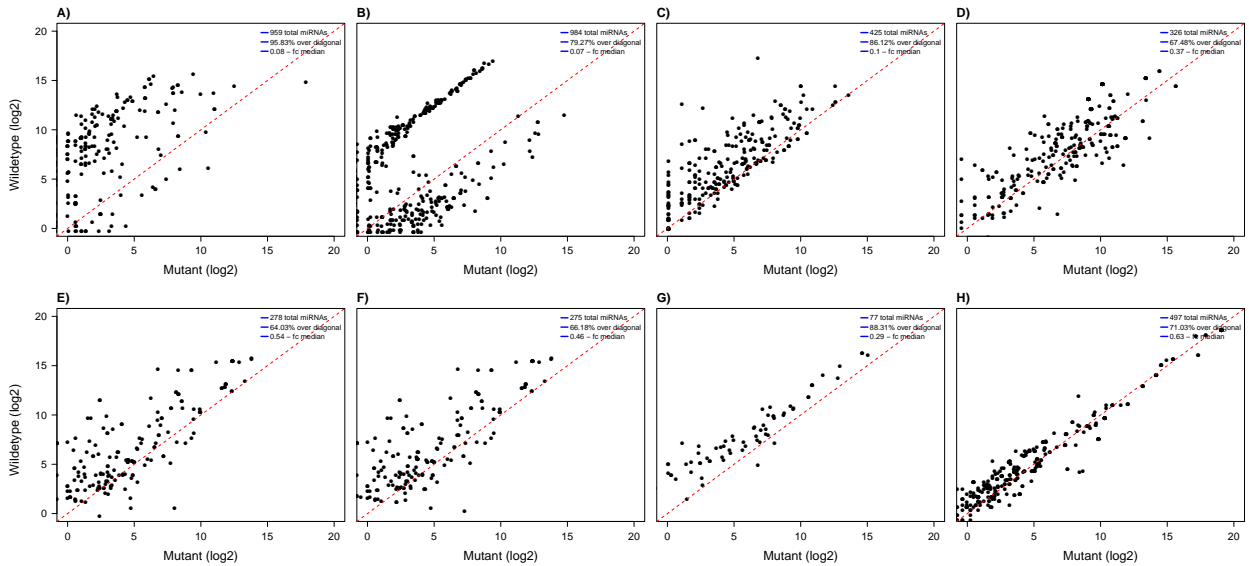

**Fig. SD1.4.** Correlation plots of normalized average abundances for expressed miRBase miRNAs in the wildtype, compared to mutant samples. We present results for *H. sapiens* (subplots (A) Dicer and (B) Drosha knock-out), *M. musculus* (subplot (C)), *D. rerio* (subplot (D)), *A. thaliana* (subplots (E) and (F)), *S. lycopersicum* (subplot (G)) and *G. max* (subplot (H)). The plots give information about the percentage of miRNAs that are more abundant in the wildtype (above diagonal) and the median fold change, where a fold change of 0.5 means the sequence is down-regulated in the mutant. (A) *H. sapiens* wildtype vs. Dicer knock-out. (B) *H. sapiens* wildtype vs. DROSHA knock-out. (C) *M. musculus* wildtype vs. DGCR8 knock-out. (D) *D. rerio* wildtype vs. Dicer knock-out. (E-F) *A. thaliana* wildtype vs. Dicer knock-down. (G) *S. lycopersicum* wildtype vs. DCL1 knock-down. (H) *G. max* wildtype vs. DCL1 knock-down.

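For *A.thaliana*, the median over precursors of the fold change, as the ratio of *dcl1-7* to wild-type median normalized counts after adding 10 to each, was 0.754 for the 274 precursors expressed in wild type A (95% bootstrap interval 0.632 to 0.837 from 2000 draws of precursors) and 0.744 for the 268 expressed in wild type B (0.618 to 0.813). Precursors that share reads are not independent, so the intervals describe the set of precursors and not the spread between plants. With 1 added in place of 10, which was applied to the median after seeing the data, the medians were 0.532 and 0.527, the settings that lowered them most.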

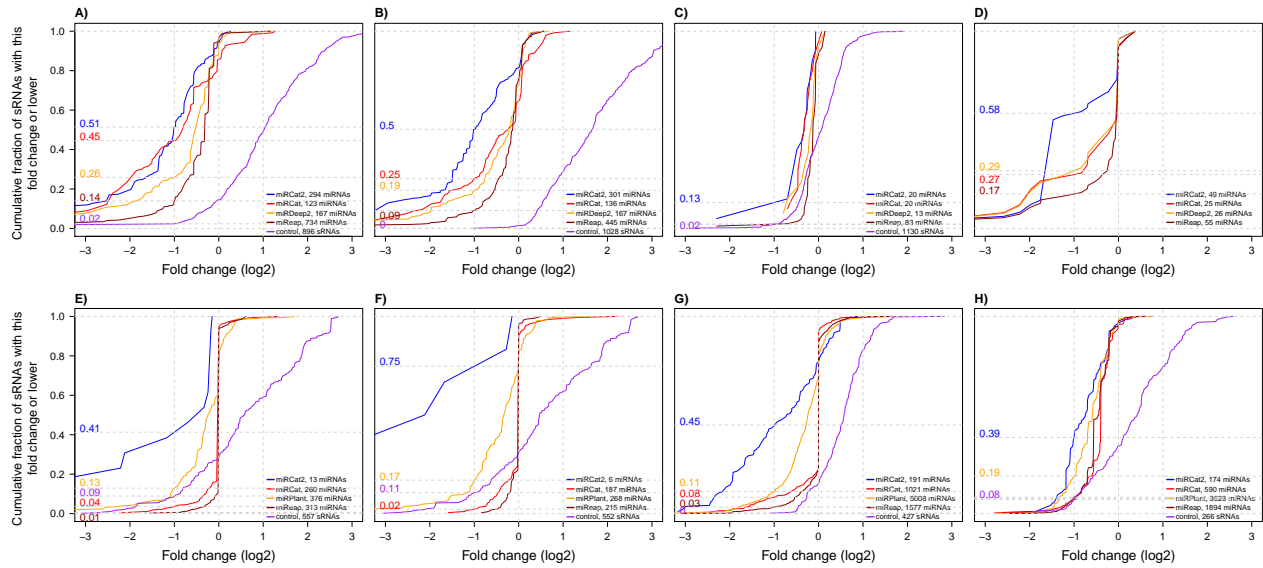

**Fig. SD1.5.** Cumulative plots of  $\log_2$  fold changes of control vs. mutant datasets, calculated on the new predictions of miRCat2, miRCat, miRDeep2/miRPlant and miReap and a control dataset formed of tRNAs and snoRNAs. We present results for *H. sapiens* (subplots A) Dicer and B) Drosha knock-out), *M. musculus* (subplot C)), *D. rerio* (subplot D)), *A. thaliana* (subplots E) and F)), *S. lycopersicum* (subplot G)) and *G. max* (subplot H)). miRCat2 has the highest percentage of DE miRNAs in all of the experiments. A) *H. sapiens* wildtype vs. Dicer knock-out. B) *H. sapiens* wildtype vs. DROSHA knock-out. C) *M. musculus* wildtype vs. DGC8 knock-out. D) *D. rerio* wildtype vs. Dicer knock-out. (E-F) *A. thaliana* wildtype vs. Dicer knock-down. G) *S. lycopersicum* wildtype vs. DCL1 knock-down. H) *G. max* wildtype vs. DCL1 knock-down.

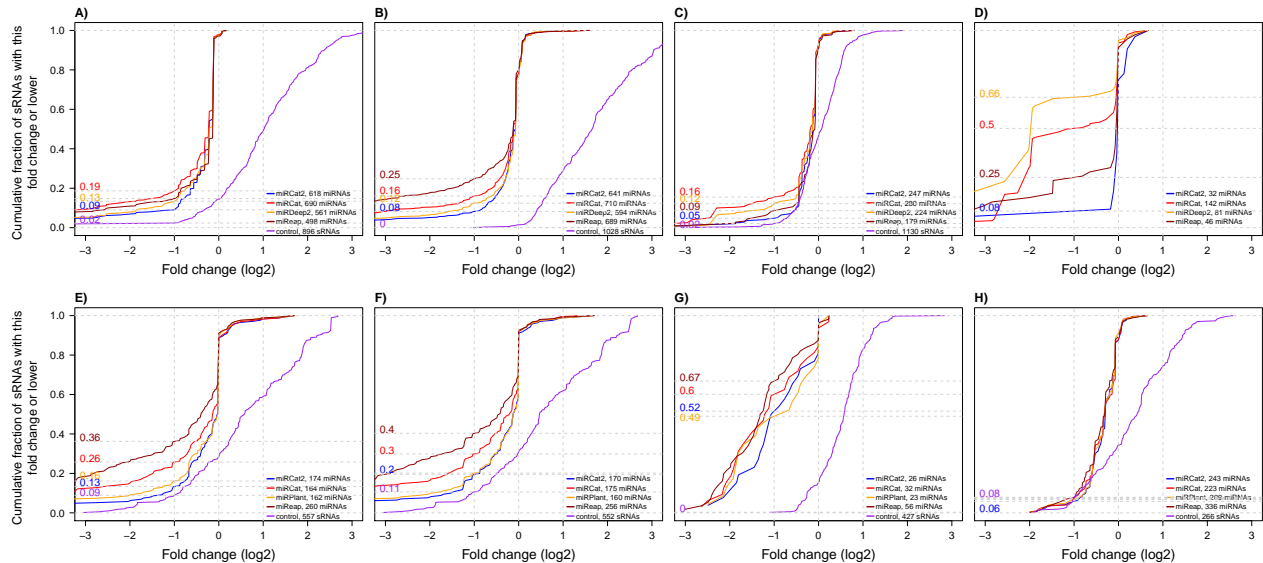

**Fig. SD1.6.** Cumulative plots of  $\log_2$  fold changes of control vs. mutant datasets, calculated on miRBase miRNAs present in the datasets, but not detected by the predictions of miRCat2, miRCat, miRDeep2/miRPlant and miReap and on a control dataset formed of tRNAs and snoRNAs. We present results for *H. sapiens* (subplots (A) Dicer and B) Drosha knock-out), *M. musculus* (subplot (C)), *D. rerio* (subplot (D)), *A. thaliana* (subplots (E) and (F)), *S. lycopersicum* (subplot (G)) and *G. max* (subplot (H)). We expect to see a smaller differential expression between the wildtype and mutant samples in the cumulative plot i.e. a curve closer to the control line. miRCat2 presents the lowest differential expression in all experiments, suggesting that it is less prone to false positives than other methods. (A) *H. sapiens* wildtype vs. Dicer knock-out. (B) *H. sapiens* wildtype vs. DROSHA knock-out. (C) *M. musculus* wildtype vs. DGC8 knock-out. (D) *D. rerio* wildtype vs. Dicer knock-out. (E-F) *A. thaliana* wildtype vs. Dicer knock-down. (G) *S. lycopersicum* wildtype vs. DCL1 knock-down. (H) *G. max* wildtype vs. DCL1 knock-down.

# Supplementary material for: miRCat2: accurate prediction of plant and animal microRNAs from next-generation sequencing datasets
**Source:** Bioinformatics. 2017 Apr 12;33(16):2446–54. doi: 10.1093/bioinformatics/btx210
**Supplement:** Supplementary Data SD2

## 1 miRCat2 clustering algorithm

This algorithm is part of the step for filtering of the sequences, that checks whether the candidates have a miRNA-like alignment of incident reads. It is used to determine if the selected sequences present evidence of precise processing of the pre-miRNA by Droscha (animals) and Dicer (plants and animals) (Kim, 2005; Bartel, 2004; Chen, 2005) i.e. the presence of one or two peaks corresponding to the miRNA/miRNA\*. This filtering step ensures that the majority of reads aligned to the miRNA/miRNA\* location have a high overlap (are variants of each other), and have the same genomic orientation (Kim, 2005; Bartel, 2004; Chen, 2005).

We define a cluster as all sequences that map to the same genomic location, having the start and the end of the mapping position within *clear\_cut* nts of each other. We chose *clear\_cut* to be 3 nts, because during the miRNAs biogenesis, many isomiRs are also generated within these bounds (sequences that have variations of a few nts with respect to the reference miRNA sequence) (Morin *et al.*, 2008).

The rules for an sRNA sequence  $s$  (with sRNA beginning position  $b_s$  and ending position  $e_s$ ) to be considered to belong to a cluster  $C$  (with cluster beginning position  $b_C$  and ending position  $e_C$ ) are:

- if  $b_s \geq b_C$  and  $e_s \leq e_C$ , then the sRNA location is completely inside the cluster boundaries, therefore  $s \in C$ ;
- if  $b_C \geq b_s$  and  $e_C \leq e_s$ , then the sRNA location is completely covering the cluster location, therefore  $s \in C$ ;
- if  $(b_s - b_C \leq \text{clear\_cut} \text{ and } b_s - b_C \geq 0)$  or  $(e_s - e_C \leq \text{clear\_cut} \text{ and } e_s - e_C \geq 0)$ , then the sRNA location is with *clear\_cut* nts to the right or left from the cluster location, therefore  $s \in C$ .
- we define  $\text{mid}_s = \frac{(e_s - b_s)}{2} + b_s$  and  $\text{mid}_C = \frac{(e_C - b_C)}{2} + b_C$ . If  $|\text{mid}_C - \text{mid}_s| \leq \text{clear\_cut}$ , then the middle of the sRNA location is with *clear\_cut* nts to the right or left from the middle of the cluster location, therefore  $s \in C$ ;
- otherwise  $s \notin C$ .

## 2 Fold change computation

To validate miRNA predictions, we estimate fold changes between wild type and mutants in the miRNA biogenesis pathway. To do this, we consider only the genome mapping reads. To compare datasets with different sequencing depths, we normalize all abundances using the reads per million (RPM) method (Mortazavi *et al.*, 2008) to the median total count (MTC) of each experiment (McCormick *et al.*, 2011; Dillies *et al.*, 2013). 

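For the *A.thaliana* libraries, the genome-matching totals were 5992288, 3986088 and 4642688 reads for wild type A, B and C and 2177161, 2942819 and 3512606 for *dcl1-7* A, B and C. Their median, the MTC value used for every normalized count given for *A.thaliana*, was 3749347. A count in the deepest library, wild type A, was therefore scaled down, and a count in *dcl1-7* A, the shallowest, was scaled up.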

Briefly, we sum the abundances of genome mapping reads in each sample to obtain the total for each library; next we calculate the median of total counts for each comparison (the MTC value). We normalize the abundance of each read using:  $\text{normalized\_count} = \frac{\text{count}}{\text{total\_library\_count}} * \text{MTC}$  (McCormick *et al.*, 2011).

To create a control dataset, as suggested in (Friedländer *et al.*, 2014), containing reads whose abundances are unlikely to be affected by the mutations on the miRNA pathway, the reads in each experiment were mapped to a file containing tRNAs and snoRNAs of the respective species, using PatMaN, full length, with 0 gaps and 0 mismatches. The control file was created downloading tRNAs and snoRNAs from the RFAM database (Nawrocki *et al.*, 2014) through the RNACentral web service (RNACentral Consortium, 2014) (<http://rnacentral.org/>). For each RFAM transcript, we compute its abundance as the algebraic sum of the normalized abundances of mapped reads, for each condition.

We then calculate the  $\log_2$  fold change using the normalized abundances of all predicted miRNAs, from each tool. The  $\log_2$  fold change for each miRNA is calculated for each set of replicates as the ratio between the median value of normalized abundances from the mutant samples to the

median value of normalized abundances from the wildtype (control) samples. We use an offset approach, adding a count of 10 to both numerator and denominator, to avoid divisions by zero and cases where lowly expressed sequences appear to be differentially expressed (Mohorianu *et al.*, 2011). 

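With an added count of 1 in place of 10, the share of *A.thaliana* precursors at least 2-fold down in *dcl1-7* was 45.6% for the set expressed in wild type A and 46.3% for the set expressed in wild type B. For the control genes the same change raised the share at least 2-fold down to 7.13% and the share at least 2-fold up to 41.9%.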

Next, we compare the percentage of reads that are significantly down regulated in the mutant samples ( $\geq 2$ -fold downregulated).

## 3 Data processing

All samples downloaded from GEO (Barrett *et al.*, 2013) or SRA (Leinonen *et al.*, 2010) databases were processed as follows: files were transformed to fasta format (using the sratoolkit-2.4.2 (Leinonen *et al.*, 2010)). 3' adapters were trimmed and sequences longer than 16 nt were kept for the subsequent steps. 

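The shortest reads in the deposited *A.thaliana* libraries were 16 nt in the 3 wild-type libraries and 17 nt in the 3 *dcl1-7* libraries, and the longest were 35 nt and 36 nt. To see whether read ends were trimmed alike, the most common start and end of the reads at mature miRNAs with at least 50 reads in each genotype were compared. They were the same in both genotypes at 110 of 129 mature miRNAs (85.3%). The start differed at 14 and the end at 14, and where the end differed, that of *dcl1-7* was 1 nt longer at 9 and 1 nt shorter at 2.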

All *A. thaliana* samples that we sequenced were transformed from fastq to fasta format, then the 3' adapters and the HD tags were trimmed (using the UEA small RNA Workbench); sequences longer than 16 nt were kept for the subsequent steps. 

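After collapsing, the *A.thaliana* libraries held 1362055, 1107615 and 1121814 distinct sequences in wild type A, B and C and 879582, 1144082 and 1267207 in *dcl1-7* A, B and C. Among genome-matching sequences there were 5.45 ± 0.549 reads per distinct sequence in wild type and 3.42 ± 0.230 in *dcl1-7* (SD, n = 3 each, exact permutation test, two-sided, p = 0.1, the smallest p possible with 3 libraries against 3). The deeper libraries were all wild type, and deeper libraries repeat sequences more often. Depth alone would not leave a deeper library with fewer distinct genome-matching sequences. Wild type B and C held 818906 and 838063 of them, fewer than the 874391 and 957432 of the shallower *dcl1-7* B and C, which argues against depth alone. Wild type A held the most, 1006191, and *dcl1-7* A the fewest, 676805.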

Next, all files were collapsed into non-redundant format (for each sRNA we kept the sequence and its abundance). 

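Under full-length matching without mismatches, 89.5%, 88.3% and 89.7% of the reads in *A.thaliana* wild type A, B and C and 88.7%, 88.7% and 88.5% of those in *dcl1-7* A, B and C matched the genome (exact permutation test of the 2 genotypes, n = 3 each, two-sided, p = 0.4). The matching was done here with BWA in place of PatMaN, with the same criteria.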

Then the files were aligned full length, with 0 gaps and 0 mismatches to the respective reference genome using PatMaN (Prüfer *et al.*, 2008). For miRDeep2, the reads were mapped using mapper.pl; to make the results comparable with the other methods used, the sequences which mapped with mismatches were discarded. All software was run on the processed datasets with their default parameters.

## 4 A. thaliana wildtype and DCL1 mutant small RNA sequencing

### 4.1 Plant materials

Seeds of *Arabidopsis thaliana* cv. Columbia *dcl1-7* (*sin1-1*) mutants from NASC The European Arabidopsis Stock Centre (stock ID N6953) were stratified at 4°C for 48h and germinated under long-day conditions with 16h daytime at 22°C and 8h night time at 18°C. The plants were grown under the same conditions. Leaves were harvested and genomic DNA were extracted as previously described (Amani *et al.*, 2011) for genotyping. Heterozygous individuals were identified through PCR-sequencing for seed increase.

The seeds from wild type and heterozygous individuals were germinated and the plants were grown under the same conditions as above. The homozygous plants were identified by the phenotypes (Lang *et al.*, 1994). When the flower buds in both wild type and mutant plants were visible but without opening flowers, the leaves of nine plants were harvested and stored at -80°C for three biological replicates. One replicate consists of a pool of leaves from three individual plants.

### 4.2 Genotyping analysis

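The genotyping primers were placed on the TAIR10.1 reference genome. DCL1 (AT1G01040) lies on chromosome 1 from 23121 to 31227 on the plus strand and has 20 exons in the annotation. TGTCACCACGCTGTCAAGAA matches the plus strand from 24842 to 24861, inside the coding sequence of exon 3 (24752 to 24962). GCAGCTTTGTCATACTCGACG matches the minus strand from 25168 to 25188, inside the coding sequence of exon 4 (25041 to 25435). Each primer has 1 match in the genome, and together they span 347 bp, including the intron between exons 3 and 4. The small RNA libraries hold too few reads of DCL1 to show its genotype, since 0 reads matched this span in any of the 6 libraries without a mismatch and 1 read in *dcl1-7* B matched it with a single mismatch. Outside MIR838, reads on the sense strand of the whole gene numbered 19, 20 and 16 in wild type A, B and C and 6, 13 and 10 in *dcl1-7*, or 3.17, 5.02 and 3.45 against 2.76, 4.42 and 2.85 RPM. Small RNA reads do not measure the amount of DCL1 mRNA. The miRNA precursor MIR838 (AT1G01046) lies in an intron of DCL1 from 28500 to 28706, and had 45, 25 and 30 reads in wild type and 2, 3 and 3 in *dcl1-7*, a log2 fold change of -2.83 (standard error 0.337, adjusted p = 7.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

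**Figure D5:**
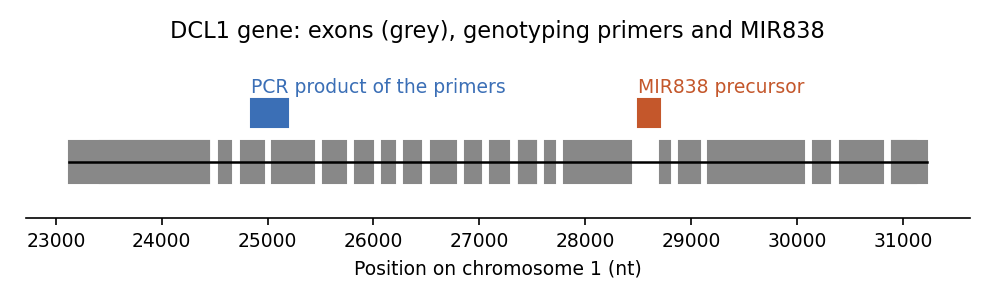
Map of DCL1 with the position on chromosome 1 in nt on the horizontal axis. Grey boxes are annotated exons, the blue bar is the PCR product of the primers from 24842 to 25188, and the orange bar is the MIR838 precursor from 28500 to 28706.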

Dcl-1 specific primers: 5'-TGTCACCACGCTGTCAAGAA-3' (forward) and 5'-GCAGCTTTGTCATACTCGACG-3' (reverse) were used for PCR. The final concentrations for the reaction components are: 1X GoTaq® Reaction Buffer, 0.2mM dNTP each, 0.5uM primer each, 1.25U GoTaq® DNA Polymerase and 6ng/uL genomic DNA. PCR was performed with the following programme: 2min at 95°C, 35 cycles of 30 sec at 95°C, 30 sec at 60°C and 45sec at 72°C, and a final extension for 5min at 72°C. The PCR products were purified using the Zymoclean™ Gel DNA Recovery Kit following the manufacturer's protocol, and sequenced. Heterozygous samples contain both wild type and mutant sequences.

### 4.3 RNA extraction and small RNA library construction

Total RNA of both wild type and mutant leaf tissue was extracted using Tri-Reagent (Ambion) following manufacturer's protocol. Small RNA (sRNA) of each sample was further enriched using the mirVana miRNA isolation kitTM (Ambion) according to the manufacturer's instructions. The sRNA libraries were constructed using 1 µg of enriched sRNA fraction based on the previously published protocol by Xu et al., 2015 (Xu et al., 2015).

The libraries were barcoded, pooled and sequenced on a single HiSeq2500 lane. The raw fastq files and processed csv files are publicly available on Gene Expression Omnibus (GEO) (Barrett et al., 2013) under accession number GSE90771 (GSM2412286 to GSM2412288 are the wild type samples and GSM2412289 to GSM2412291 are the DCL1 mutant samples).

### References

- Amani,J., Kazemi,R., Abbasi,A.R. and Salmanian,A.H. (2011) A simple and rapid leaf genomic DNA extraction method for polymerase chain reaction analysis. *Iranian journal of biotechnology*, **9** (1), 69–71.
- Barrett,T., Wilhite,S.E., Ledoux,P., Evangelista,C., Kim,I.F., Tomashevsky,M., Marshall,K.A., Phillippy,K.H., Sherman,P.M., Holko,M. et al. (2013) NCBI GEO: archive for functional genomics data sets - update. *Nucleic acids research*, **41** (D1), D991–D995.
- Bartel,D.P. (2004) MicroRNAs: genomics, biogenesis, mechanism, and function. *cell*, **116** (2), 281–297.
- Chen,X. (2005) MicroRNA biogenesis and function in plants. *FEBS letters*, **579** (26), 5923–5931.
- Dillies,M.A., Rau,A., Aubert,J., Hennequet-Antier,C., Jeanmougin,M., Servant,N., Keime,C., Marot,G., Castel,D., Estelle,J. et al. (2013) A comprehensive evaluation of normalization methods for Illumina high-throughput RNA sequencing data analysis. *Briefings in bioinformatics*, **14** (6), 671–683.
- Friedländer,M.R., Lizano,E., Houben,A.J., Bezdan,D., Báñez-Coronel,M., Kudla,G., Mateu-Huertas,E., Kagerbauer,B., González,J., Chen,K.C. et al. (2014) Evidence for the biogenesis of more than 1,000 novel human microRNAs. *Genome Biol*, **15** (4), R57.
- Kim,V.N. (2005) MicroRNA biogenesis: coordinated cropping and dicing. *Nature reviews Molecular cell biology*, **6** (5), 376–385.
- Lang,J.D., Ray,S. and Ray,A. (1994) sin 1, a mutation affecting female fertility in Arabidopsis, interacts with mod 1, its recessive modifier. *Genetics*, **137** (4), 1101–1110.
- Leinonen,R., Sugawara,H. and Shumway,M. (2010) The sequence read archive. *Nucleic acids research*, , gkq1019.
- McCormick,K.P., Willmann,M.R. and Meyers,B.C. (2011) Experimental design, preprocessing, normalization and differential expression analysis of small RNA sequencing experiments. *Silence*, **2** (1), 1.
- Mohorianu,I., Schwach,F., Jing,R., Lopez-Gomollon,S., Moxon,S., Szittyá,G., Sorefan,K., Moulton,V. and Dalmay,T. (2011) Profiling of short RNAs during fleshy fruit development reveals stage-specific sRNAome expression patterns. *The Plant Journal*, **67** (2), 232–246.
- Morin,R.D., O'Connor,M.D., Griffith,M., Kuchenbauer,F., Delaney,A., Prabhu,A.L., Zhao,Y., McDonald,H., Zeng,T., Hirst,M. et al. (2008) Application of massively parallel sequencing to microRNA profiling and discovery in human embryonic stem cells. *Genome research*, **18** (4), 610–621.
- Mortazavi,A., Williams,B.A., McCue,K., Schaeffer,L. and Wold,B. (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nature methods*, **5** (7), 621–628.
- Nawrocki,E.P., Burge,S.W., Bateman,A., Daub,J., Eberhardt,R.Y., Eddy,S.R., Floden,E.W., Gardner,P.P., Jones,T.A., Tate,J. et al. (2014) Rfam 12.0: updates to the RNA families database. *Nucleic acids research*, , gku1063.
- Prüfer,K., Stenzel,U., Dannemann,M., Green,R.E., Lachmann,M. and Kelso,J. (2008) PatMaN: rapid alignment of short sequences to large databases. *Bioinformatics*, **24** (13), 1530–1531.
- RNAcentral Consortium (2014) RNAcentral: an international database of ncRNA sequences. *Nucleic acids research*, , gku991.
- Xu,P., Billmeier,M., Mohorianu,I., Green,D., Fraser,W.D. and Dalmay,T. (2015) An improved protocol for small RNA library construction using high definition adapters. *Methods Next Generation Seq*, **2**, 1–10.

# Supplementary material for: miRCat2: accurate prediction of plant and animal microRNAs from next-generation sequencing datasets
**Source:** Bioinformatics. 2017 Apr 12;33(16):2446–54. doi: 10.1093/bioinformatics/btx210
**Supplement:** Supplementary Data SD3

## 1 Parameters of miRCat2

| User-configurable parameters |                                                                                                            |                       |                      |                                                                                                                                                                  |
|------------------------------|------------------------------------------------------------------------------------------------------------|-----------------------|----------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Parameter name               | Description                                                                                                | Default value animals | Default value plants | Justification for value                                                                                                                                          |
| min_len                      | Minimum length of a miRNA                                                                                  | 20                    | 20                   | Includes sequences that fall out of the regular miRNA size class                                                                                                 |
| max_len                      | Maximum length of a miRNA                                                                                  | 24                    | 23                   | Includes sequences that fall out of the regular miRNA size class                                                                                                 |
| min_fold_len                 | Minimum length of a hairpin                                                                                | 40                    | 45                   | Lower value than minimum fold length for most organisms                                                                                                          |
| max_fold_len                 | Maximum length of a hairpin                                                                                | 100                   | 250                  | Higher value than maximum fold length for most organisms                                                                                                         |
| max_amfe                     | Maximum value for the AMFE for a miRNA precursor                                                           | -22                   | -22                  | Empirically determined                                                                                                                                           |
| complex                      | Complexity of sequence                                                                                     | 0.90                  | 0.90                 | Empirically determined                                                                                                                                           |
| gaps_miRNA                   | Maximum number of consecutive gaps on the hairpin on the miRNA location                                    | 4                     | 4                    | Empirically determined                                                                                                                                           |
| repeats                      | Maximum number of times a sRNA can map to the genome (usually miRNAs map to a limited number of locations) | 25                    | 25                   | a miRNA sequence does not map repeated times to the reference genome                                                                                             |
| pVal                         | Threshold for the RANDfold output value                                                                    | 0.05                  | 0.05                 | Statistically significant value                                                                                                                                  |
| complex_loop                 | If a hairpin with multiple loops between the miRNA and miRNA* is allowed                                   | false                 | true                 | Complex secondary structures have been previously seen in plants, but never in animals. If a complex loop is permitted, it should not contain more than 3 loops. |
| no_loop                      | Maximum number of bulks in the loop area of the precursor                                                  | 0                     | 3                    | Empirically determined                                                                                                                                           |
| clear_cut_percent            | Percent of incident reads that should fall between the same start and end positions as the miRNA           | 0.95                  | 0.92                 | Empirically determined, plant data is more variable                                                                                                              |
| RANDfold                     | If RANDfold should be computed                                                                             | false                 | false                | Results are accurate without it and it slows the algorithm. Recommended if wanting to further restrict the results                                               |

Table SD2.1. Parameters involved in the algorithm of miRCat2, that are user-configurable. The parameters are presented with their default values and the justification for using the respective value, for both animal and plant data.

| Predefined parameters (user cannot change) |                                                                                                                                                                          |                       |                      |                                                                                                            |
|--------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------|----------------------|------------------------------------------------------------------------------------------------------------|
| Parameter name                             | Description                                                                                                                                                              | Default value animals | Default value plants | Justification for value                                                                                    |
| min_orientation                            | Percent of the reads that have the same strand on the hairpin                                                                                                            | 0.8                   | 0.8                  | Empirically determined                                                                                     |
| min_paired_perc                            | Minimum percentage of nts that should be paired on a hairpin                                                                                                             | 0.5                   | 0.5                  | Empirically determined                                                                                     |
| min_paired_nucl                            | Minimum number of nts that should be paired on a hairpin                                                                                                                 | 15                    | 15                   | Empirically determined                                                                                     |
| overlap_percent                            | Maximum percent of sRNAs in an adjacent cluster overlapping with the miRNA cluster in order to be considered a clear cut                                                 | 0.05                  | 0.05                 | Empirically determined                                                                                     |
| fuzzy                                      | Percent of all reads aligned to the hairpin that should map in accordance to Dicer/DCL1 and Drosha products                                                              | 0.9                   | 0.9                  | Empirically determined                                                                                     |
| min_fold_len                               | Minimum length of a hairpin                                                                                                                                              | 40                    | 45                   | Minimum length of the miRNA, miRNA* and loop added together                                                |
| window                                     | Number of nts a split of the genome has.                                                                                                                                 | 300                   | 500                  | Large enough to contain a miRNA hairpin but small enough to represent a significant local context of reads |
| subwindow                                  | Number of nts a split of the window has.                                                                                                                                 | 20                    | 20                   | It can cover at least a half of the longer miRNAs (25nts), but not more than then maximum length           |
| window_overlap                             | Number of nts two adjacent windows overlap                                                                                                                               | 100                   | 100                  | ensures that adjacent windows are not isolated, but they influence each other                              |
| depth                                      | Number of iterations to perform the KLD on genome location if removing a sRNA does not bring it closer to a RUD                                                          | 4                     | 4                    | Empirically determined                                                                                     |
| rud_val                                    | Threshold for the KLD below which we consider the distribution to be a RUD                                                                                               | 1.23                  | 1.23                 | Empirically determined                                                                                     |
| min_loop                                   | Minimum number of nts that the loop should have                                                                                                                          | 3                     | 3                    | Empirically determined                                                                                     |
| clear_cut                                  | Number of nts a sRNA can be shifted regarded to a miRNA in order to be considered to have the same start/end (isomir)                                                    | 3                     | 3                    | Empirically determined                                                                                     |
| under_clear_cut                            | Percent of sRNA in a cluster with the same cut in order to be considered a clear cut. This is considered if the clear_cut_percent fails on one of the sides of the miRNA | 0.7                   | 0.7                  | Empirically determined                                                                                     |
| min_size                                   | Minimum length of a sRNA in the file                                                                                                                                     | 16                    | 16                   | Sequences smaller than 16 nt are adapter-adaptor sequences and should not exist in the dataset             |
| max_size                                   | Maximum length of a sRNA in the file                                                                                                                                     | 40                    | 40                   | There are usually very few sequences with length over 40 in a sRNA dataset                                 |
| offset                                     | Value added to the reads distribution in order to avoid division by 0                                                                                                    | 1                     | 1                    | Minimum read abundance                                                                                     |
| offset_low                                 | Value added to the reads distribution in order to avoid division by 0 when read abundance is low                                                                         | offset*0.9            | offset*0.9           | Offset becomes more significant than actual read abundances                                                |
| plateau_range                              | Number of subwindow to be included in the local peak detection on both sides of the miRNA candidate                                                                      | 4                     | 6                    | Empirically determined                                                                                     |
| 3'overhang                                 | Number of nts the miRNA* is shifted compared to the miRNA                                                                                                                | 2                     | 2                    | miRNA biogenesis                                                                                           |

Table SD2.2. Predefined parameters involved in the algorithm of miRCat2, that cannot be changed by the user. The parameters are presented with their default values and the justification for using the respective value, for both animal and plant data.

How the deposited data were processed for this re-analysis (not part of the article)

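Small RNA of leaves was sequenced in 6 *A.thaliana* libraries, 3 of wild-type plants and 3 of *dcl1-7* plants, each from a pool of leaves from 3 plants. The libraries were barcoded, pooled and sequenced on a single lane, so no sequencing lane separates the genotypes. The condition and the letter of each library were taken from the sample labels and from the list of libraries in the paper's supplementary files.

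By the paper's account, the authors trimmed the 3' adapters and the HD tags, kept sequences longer than 16 nt and collapsed identical reads. They deposited, for each library, every distinct sequence with its count of reads, without normalization. The deposited wild-type libraries also held reads of 16 nt. The deposited counts were whole numbers, and the files also held reads without a match to the genome. The paper normalizes counts by the total of genome-matching reads in each library and scales them to the median of these totals.

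From these counts, each distinct sequence was matched to the TAIR10.1 reference genome with BWA 0.7.19-r1273 at full length with 0 mismatches and 0 gaps, keeping all matches. Reads were counted in full at each annotated miRNA precursor, tRNA gene and snoRNA gene that they lay inside on the sense strand. Coordinates are those of TAIR10.1, counted from 1. Normalized counts, the fold change with 10 added to the median of each genotype, and the call of at least 2-fold down followed the paper's formulas. Shares of precursors or loci have 95% Wilson intervals, and the smallest share that a library can show was taken as 3 reads of its genome-matching total. In the shallowest and the deepest library, 1 read was 0.459 and 0.167 RPM, a count scaled to the genome-matching reads of its library.

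Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, Benjamini-Hochberg adjustment over all tested precursors, tRNA and snoRNA genes together, an adjusted p under 0.05, edgeR's default filter on low counts). The library size was the genome-matching total, with normalization factors of 1. DESeq2 1.42.0 was an alternative. The fitting code was tested on simulated counts drawn from the means of the real libraries, where 94.6% of the changed features were called and 3.66% of the calls were unchanged features. Comparisons of a single value per library used the exact two-sided permutation test, in which 3 libraries against 3 cannot give a p under 0.1. Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6 was used for these.

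The libraries of the genotypes share the letters A, B and C in their labels and in the paper's list. Neither says that libraries of one letter were grown or processed together, so the main test had no block, and a test with the letter as a block is given beside it. Deviations from the genotype means correlated with r = 0.239, 0.0805 and -0.0474 between the libraries of letter A, B and C.

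Candidate loci were selected in wild type A and wild type B with code written from the paper's description of miRCat2 and its parameters, with ViennaRNA 2.7.2 for the hairpins. This is not miRCat2, and the predictions of miRCat2 and of the other tools were not analysed here. The precursors named in the text are the 5 with the lowest and the 5 with the highest log2 fold change among those past the threshold whose 3 libraries of one genotype all lay above the 3 of the other, the 5 with the highest mean count, the precursor inside DCL1, and DCL1 itself as a gene that the paper names. For tRNA and snoRNA genes they are the 2 lowest and the 2 highest by the same rule.

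The alternatives tried were other scalings of the libraries, DESeq2, no filter on low counts, counts divided by the number of genome matches, reads of 20 to 23 nt only, 1 precursor for each group that shares its most abundant read, an added count of 1 in place of 10, other summaries over the libraries, other settings for the candidate loci, and leaving out each library in turn. Alternatives chosen after seeing the data were reads of 17 to 35 nt only, reads with at most 1 mismatch, leaving out a segment of chromosome 3, drawing the wild-type libraries down to the depth of the *dcl1-7* library of the same letter, and totals without precursor reads. The other species of the paper and the libraries from other studies were not analysed here.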

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

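Of the tests in this part, several were chosen only after the results were seen. They include how the bases seen only in *dcl1-7* are spread over the genome, and the counts over other splits of the libraries. Drawing down the wild-type libraries, leaving precursor reads out of the totals and leaving out the segment of chromosome 3 were also chosen then.

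At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 37 miRNA precursors were higher in *dcl1-7*, a signal in reads on *A.thaliana* precursors that the paper does not report on. The number depends on the scaling, with 16 under TMM factors and 15 with DESeq2's size factors. Greater depth of the wild-type libraries was tested by drawing them down to the depth of the *dcl1-7* library of the same letter, after which 115 precursors were lower and 34 were higher, so depth alone does not give the decreases or the increases. Another technical explanation is that fragments of uncut precursors were counted in place of mature miRNAs. The share of reads that start within 2 nt of an annotated mature 5' end was smaller in *dcl1-7* at 13 of the 37 precursors and larger at 22. The increases therefore cannot be told apart from such fragments at part of the precursors. The median share at the 37 was 44.4% in wild type and 27.7% in *dcl1-7*, against 97.1% and 84.2% at the lower precursors. Many reads on the 37 thus did not start at a mature miRNA in either genotype, and the increases are not shown to be of mature miRNAs. In 1 of the 4 splits of the libraries that part all 3 pairs of the same letter, the real one, the number of precursors lower or higher, and likewise of control genes lower or higher, was as large as observed. The other 6 of the 10 splits part 1 pair only. None of the 9 other splits gave a precursor or control gene past the threshold, and at an unadjusted p under 0.05 they gave at most 5 precursors and 22 control genes. With 4 such splits the share cannot be small under any outcome, so it does not decide whether libraries grouped by accident. Calls past the threshold appeared only in the split by genotype. Every other split mixes the genotypes in both groups, so genotype differences widen its spread within groups. Calls are then unlikely under any outcome, and their absence does not support the calls of the real split.

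The miRNA precursor MIR8183, at 11747715 to 11747831 on chromosome 3, had the largest increase among the precursors past the threshold, a log2 fold change of 7.42, with 18 reads in the 3 wild-type libraries and 1840 in the 3 *dcl1-7* libraries. It stood out as a signal in a gene that the paper does not discuss. Reads shared with other loci are not the source, since 100% of its *dcl1-7* reads match the genome only there, and 78.1% of them were 21 nt long. Within 500 kb of it, however, 38 positions had a base seen only in *dcl1-7*, so the increase cannot be told apart from an effect of DNA of another strain around the locus. With reads of at most 1 mismatch, a setting chosen after seeing the data, its log2 fold change was 7.34. Of the other precursors in the same segment, MIR5642a had a log2 fold change of -0.11 (standard error 0.160, adjusted p = 0.578, edgeR) and MIR5645c of 0.66 (standard error 0.285, adjusted p = 0.0601, edgeR). Their most abundant reads match the genome at 3 and 8 places. MIR5638a, with mean normalized counts of 0.686 in wild type and 3.43 in *dcl1-7*, and MIR849, with 3.06 and 0, had too few reads to be tested. Whether MIR8183 differs from these precursors was not tested.

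In a search of reads that match the genome with 1 mismatch, 218 positions had a base that was seen in *dcl1-7* and not in wild type, and the converse search found 0 positions. They are a signal in reads that the paper leaves out. Sequencing errors or RNA editing would be spread over the genome, but 210 of the positions (96.3%) lay in a segment of 5.17 Mb on chromosome 3, from 11288389 to 16462963, whose bounds are the first and the last of these positions and which is 4.34% of the nuclear genome. In that segment, between 9.36% and 11.6% of the uniquely matching reads of the *dcl1-7* libraries had 1 mismatch, against 1.26% to 1.66% in wild type, while in the rest of the nuclear genome the shares were 1.42% to 1.53% and 0.993% to 1.03%. Another 5 positions lay on chromosome 1, between 292495 and 1445886, the end of the chromosome that carries DCL1. A candidate explanation is that the mutant plants carry DNA of another strain in this segment of chromosome 3. The segment holds 5 of the annotated precursors and 2 tRNA genes, and without it 116 precursors were lower and 36 higher.

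Reads that match rRNA made up 16.4% ± 1.49 of the genome-matching reads in wild type and 22.0% ± 1.5 in *dcl1-7* (SD, n = 3 each, exact permutation test, two-sided, p = 0.1, the smallest possible), a rise of 5.53 percentage points in reads that the paper does not discuss. A few abundant sequences do not carry it, since the 10 rRNA sequences with the most reads accounted for -13.9% of the rise, which means that they fell. The loss of miRNA reads from the totals is only a part, since the rise was 3.77 percentage points with precursor reads left out. Differences in RNA quality or in the size selection of the libraries were not tested, so the rise cannot be told apart from them.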

How the results depend on the processing

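Unless stated otherwise, the alternatives in this part were set before the data were examined. Across 149 values of the main results under alternatives other than leaving out a library, 114 stayed within their limits, 34 moved and 1 reversed. The log2 fold changes of the 20 named genes kept their direction and their side of the threshold in all 413 values computed for them under alternatives, those chosen after seeing the data included.

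The reversed result is the share of 21 nt reads, which was lower in *dcl1-7* among reads and higher by 0.716 percentage points among distinct sequences (exact permutation test, p = 0.3). The cause was not tested.

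The scaling of the libraries moved most results. TMM factors in place of the genome-matching totals moved the median log2 fold change of all tested features by -0.67, DESeq2's size factors by -0.60, scaling to the reads on tRNA and snoRNA genes by -0.23 and totals without precursor reads, chosen after seeing the data, by -0.16. Relative to that median, precursors stayed between -1.58 and -1.52 and nuclear tRNA genes between 0.30 and 0.33 under the scalings run. This follows from the reference, since a scaling shifts all features by nearly the same amount. The sign of the median of snoRNA, plastid and mitochondrial tRNA genes without that reference depends on the scaling. With TMM factors, 82.5% and 83.6% of the precursors expressed in wild type A and wild type B were above the diagonal and 46.0% and 47.0% were at least 2-fold down, as were 70.3% and 70.9% of the candidate loci. Of the control genes, 12.5% were at least 2-fold down and 18.8% at least 2-fold up. In edgeR 16 precursors were then higher, 193 control genes lower and 252 higher. With DESeq2's size factors these numbers were 15, 189 and 277. With scaling to tRNA and snoRNA reads 23 precursors were higher.

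Counting only the read of each precursor that was most abundant in the wild-type libraries, a choice that favours wild type, gave 83.0% and 84.1% above the diagonal. Requiring at least 10 reads gave 45.7% of precursors at least 2-fold down in either set. An added count of 1 gave 45.6% and 46.3%, and for control genes 7.13% down and 41.9% up. Reads of 20 to 23 nt gave 2.22% of control genes down and 41.9% up. The share of control genes up was 25.1% with counts divided by genome matches, 30.3% with means over libraries, 3.33% for snoRNA genes and 46.2% for tRNA genes. Without the hairpin requirement there were 278 and 235 candidate loci. With the divergence threshold at 1.0, 48.1% of the loci of wild type A were at least 2-fold down, and with it at 1.5, 68.0% and 69.6% of those of wild type A and wild type B. The causes were not tested. Another 16 values moved, all of them for the median fold change and the candidate loci outside precursors, to which the settings were applied after seeing the data.

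With each library left out in turn, the share of control genes down ranged from 3.88% to 5.45% and the share up from 28.5% to 36.1% over the 6 fits, and 92 of 96 values of the main results stayed within their limits. With the replicate letter as a block, 117 precursors were lower and 35 higher, and 74 control genes were lower and 454 higher, in this paired test.

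Depth limits the results for precursors with 1 to 9 reads, of which 0 of 64 in wild type A and 1 of 60 in wild type B were at least 2-fold down. Every wild-type library was deeper than every *dcl1-7* library. With the wild-type libraries drawn down, a setting chosen after seeing the data, 115 precursors were lower and 34 higher.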

Differences from the paper's values

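The paper's Supplementary File S5 reports 13 new predictions by miRCat2 in wild type A and 6 in wild type B, and the selection of candidate loci used here, which is not miRCat2, gave 66 and 42 loci outside annotated precursors. The alternatives set for all candidate loci before the data were examined, applied to this number after seeing the data, did not close the gap, the closest being 24 and 10 loci at an adjusted minimum free energy of at most -30 and 26 and 16 at a divergence threshold of 1.5.

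The paper's share of control transcripts at least 2-fold down is about 9% in Fig. 2E and about 11% in Fig. 2F, read by eye, against 5.14% of the annotated tRNA and snoRNA genes. Among the alternatives set before the data were examined, TMM factors (12.5%) and an added count of 1 (7.13%) came within 1.5 times of the value of Fig. 2E, and only TMM factors did for that of Fig. 2F. The alternatives other than these gave values from 2.22% to 5.45%.

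The paper's median fold change for wild type B is about 0.46 in Fig. S1.4F, read by eye, against 0.744. The settings run for this measure were chosen after seeing the data, and 3 of them came within 1.5 times of the paper's value: TMM factors (0.542), precursors with at least 10 reads (0.537) and an added count of 1 (0.527).

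The paper's share of new predictions at least 2-fold down in wild type B is about 75% in Fig. S1.5F, read by eye, against 35.7% of the candidate loci outside precursors. A divergence threshold of 1.5 (50%), applied to this measure after seeing the data, came within 1.5 times, and the other settings of the candidate loci did not.

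The paper's share of undetected miRNAs at least 2-fold down in wild type B is about 20% in Fig. S1.6F, read by eye, against 12.2%. Applied to this measure after seeing the data, a divergence threshold of 1.5 (15.1%) and an adjusted minimum free energy of at most -30 (15.0%) came within 1.5 times, and the other settings of the candidate loci did not.

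The paper states that control sequences show little differential expression in plant samples. Here 34.1% of the annotated tRNA and snoRNA genes with reads were at least 2-fold up in *dcl1-7*, and 18.8% were with TMM factors.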

Other observations

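Of the tests in this part, those on the library totals behind the control genes and on the ends of the reads at the plastid sequence were chosen only after the results were seen. Drawing down the wild-type libraries was also chosen then.

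Trans-acting siRNAs are small RNAs, mostly of 21 nt, cut from the transcripts of TAS loci after a first cut that a miRNA guides. Reads of 21 nt at the annotated TAS loci fell by 4.76 on the scale of log2(RPM + 1), where RPM is a count scaled to the genome-matching reads of its library (16043, 14640 and 13410 RPM in wild type A, B and C against 630, 556 and 452 in *dcl1-7*, exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). For reads of all lengths at single loci, the log2 difference was -8.03 at TAS1B, -8.64 at TAS1A, -8.04 at TAS1C, -9.12 at TAS2, -1.33 at TAS3, -0.92 at TAS3b and -0.45 at AT3G25795. Whether these loci differ from each other was not tested. A loss of 21 nt reads of every kind is not the source, since 21 nt reads outside precursors and TAS loci changed by 0.28. Depth is not either, since the log2 difference was -4.76 with the wild-type libraries drawn down. With scaling to tRNA and snoRNA reads it was -4.97, and with each library left out in turn it stayed between -4.87 and -4.63. The decrease is consistent with the hypothesis that trans-acting siRNAs depend on the miRNAs lost in *dcl1-7*, which these tests do not exclude and which rests on 3 libraries against 3.

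Reads that match only the plastid genome made up 23.1% ± 1.22 of the genome-matching reads in wild type and 15.5% ± 0.206 in *dcl1-7* (SD, n = 3 each, exact permutation test, two-sided, p = 0.1). The decrease was not a loss over the whole plastid genome, since the 10 plastid sequences with the most reads carried 87.5% of it. The 20 nt sequence TTTTGATCTTCGAAACCAAT, outside annotated genes at 32525 to 32544 of the plastid genome on the plus strand, carried 66.6% of it alone, with 5.40% ± 0.861 of the genome-matching reads in wild type and 0.280% ± 0.0820 in *dcl1-7*. Reads that end at another base do not make up for it. All reads over this site fell by 4.27 on the scale of log2(RPM + 1), and those with another 3' end were 13.8 ± 1.94 RPM in wild type and 18.5 ± 4.08 in *dcl1-7* (SD, n = 3 each, exact permutation test, two-sided, p = 0.2). No biological explanation for the decrease at this site was tested.

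A similar site overlaps the snoRNA gene AT2G05765, on chromosome 2 from 2184625 to 2184646 on the minus strand. Its most abundant sequence is not among the reads counted inside snoRNA genes on the sense strand. Reads with the 3' end of TACCGATGATGATTATTGCTAA were 8982 ± 943 RPM in wild type and 408 ± 124 in *dcl1-7*, while reads over the site with another 3' end were 4.28 ± 2.23 and 3.83 ± 1.89 (SD, n = 3 each). No explanation for this site was tested.

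The control genes as a group were higher in *dcl1-7*, with a median log2 fold change of 0.85 in edgeR. The loss of miRNA reads from the library totals does not account for most of it, since the median was 0.69 with precursor reads left out of the totals. The increase cannot be told apart from the scaling, since the median was 0.20 with TMM factors.

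Reads in the libraries ran from 16 to 35 nt in wild type and from 17 to 36 nt in *dcl1-7*. Trimming that differed by 1 nt between the genotypes would shift the ends of mature miRNAs, but 85.3% of the mature miRNAs compared had the same most common start and end in both genotypes. Reads of 17 to 35 nt alone, a setting chosen after seeing the data, gave 117 precursors lower and 38 higher. No biological explanation for the difference in length limits was tested.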
